# Grad-seq analysis of *Enterococcus faecalis* and *Enterococcus faecium* provides a global view of RNA and protein complexes in these two opportunistic pathogens

**DOI:** 10.1093/femsml/uqac027

**Published:** 2022-12-27

**Authors:** Charlotte Michaux, Milan Gerovac, Elisabeth E Hansen, Lars Barquist, Jörg Vogel

**Keywords:** *Enterococcus faecalis*, *Enterococcus faecium*, Grad-seq, KhpB protein

## Abstract

*Enterococcus faecalis* and *Enterococcus faecium* are major nosocomial pathogens. Despite their relevance to public health and their role in the development of bacterial antibiotic resistance, relatively little is known about gene regulation in these species. RNA–protein complexes serve crucial functions in all cellular processes associated with gene expression, including post-transcriptional control mediated by small regulatory RNAs (sRNAs). Here, we present a new resource for the study of enterococcal RNA biology, employing the Grad-seq technique to comprehensively predict complexes formed by RNA and proteins in *E. faecalis* V583 and *E. faecium* AUS0004. Analysis of the generated global RNA and protein sedimentation profiles led to the identification of RNA–protein complexes and putative novel sRNAs. Validating our data sets, we observe well-established cellular RNA–protein complexes such as the 6S RNA–RNA polymerase complex, suggesting that 6S RNA-mediated global control of transcription is conserved in enterococci. Focusing on the largely uncharacterized RNA-binding protein KhpB, we use the RIP-seq technique to predict that KhpB interacts with sRNAs, tRNAs, and untranslated regions of mRNAs, and might be involved in the processing of specific tRNAs. Collectively, these datasets provide departure points for in-depth studies of the cellular interactome of enterococci that should facilitate functional discovery in these and related Gram-positive species. Our data are available to the community through a user-friendly Grad-seq browser that allows interactive searches of the sedimentation profiles (https://resources.helmholtz-hiri.de/gradseqef/).

## Introduction

Enterococci are ubiquitious Gram-positive members of the gut microbiome. Once considered harmless commensals, they have recently been reassigned as nosocomial pathogens because the two Enterococcus species *Enterococcus faecalis* and *Enterococcus faecium* were found to cause life-threatening infections (Hidron et al. 2008, Kristich et al. 2014, Weiner et al. 2016). Enterococci often carry intrinsic or acquired resistance to a wide range of antimicrobial agents, which limits treatment options (Mundy et al. 2000, Hollenbeck and Rice 2012, Kristich et al. 2014). Importantly, they have also been shown to transmit antibiotic resistance genes to other Gram-positive and even Gram-negative species (Courvalin 1994, Weigel et al. 2003).

Despite the clinical relevance of *E. faecalis* and *E. faecium* (Arias and Murray 2012, Kristich et al. 2014, Van Tyne and Gilmore 2014, Fiore et al. 2019), general gene regulatory mechanisms in these bacteria remain poorly understood (DebRoy et al. 2014, Weaver 2019). Given the central function of RNA–protein complexes in gene regulation, the global categorization of RNA-binding proteins (RBPs) and their RNA partners provides an important framework to address this question (Holmqvist and Vogel 2018, Gerovac et al. 2021a). RBPs are also known to be important cofactors during post-transcriptional regulation mediated by small noncoding RNAs (sRNAs). Most sRNAs act to repress target mRNAs at the level of translation or affect stability by short base pairing interactions that also involve an sRNA chaperone, as exemplified by most Hfq- and some ProQ-dependent sRNAs in Gram-negative bacteria (Holmqvist et al. 2020, Quendera et al. 2020, Hör et al. 2020c, Ponath et al. 2022). While the physiological importance of this mode of gene regulation is well-established in Gram-negative bacteria, it is still unclear if a similarly broad mechanism exists in Gram-positive bacteria. Indeed, although sRNAs have been identified in Gram-positive bacterial species, including *E. faecalis* and *E. faecium* (Fouquier d’Hérouel et al. 2011, Shioya et al. 2011, Innocenti et al. 2015, Sinel et al. 2017, Michaux et al. 2020), an RBP with a global function comparable to the sRNA chaperones Hfq, ProQ, and CsrA present in Gram-negative bacteria has not yet been discovered. More generally, the discovery of RBPs with gene regulatory functions has been hampered by the absence of experimental global data sets to predict the molecular complexes in which transcripts and proteins of enterococci engage.

Grad-seq is a recently developed approach to discover RBPs and to determine native RNA–protein and protein–protein complexes (Smirnov et al. 2016). The method is based on the separation of soluble cellular complexes by a classical glycerol gradient, followed by high-throughput RNA sequencing (RNA-seq) and mass spectrometry (MS) analyses of the individual gradient fractions. Potential RBPs are then predicted by searching for correlations between in-gradient behavior of cellular proteins and transcripts. Thus far, Grad-seq has led to the identification of (i) ProQ as a global sRNA-binding protein in *Salmonella enterica* serovar Typhimurium (Smirnov et al. 2016), (ii) new components of well-established complexes, such as the broadly conserved protein YggL as a factor associated with the ribosome in *Escherichia coli* (Hör et al. 2020a), (iii) a new mechanism of exonucleolytic sRNA activation in *Streptococcus pneumoniae* (Hör et al. 2020b), (iv) the RNA complexome of *Pseudomonas aeruginosa* under bacteriophage infection (Gerovac et al. 2021b), and (v) a new RBP in *Clostridium difficile* (Lamm-Schmidt et al. 2021). In addition, GradR as a new variant of Grad-seq that includes an RNase treatment step helped to discover a hitherto unrecognized¸ plasmid-encoded FinO-domain RBP in *Salmonella* (Gerovac et al. 2020).

Here, we applied Grad-seq to chart the landscape of RNA–protein and protein–protein complexes in *E. faecalis* V583 and *E. faecium* AUS0004, two clinical isolates of vancomycin-resistant enterococci that are fully sequenced and widely used as reference strains by the scientific community (Paulsen et al. 2003, Lam et al. 2012). Our analysis of the sedimentation profiles reveals previously hidden sRNAs and predicts new candidate enterococcal RBPs. One of these is the conserved KH domain protein KhpB, which was recently shown to interact with RNAs in *S. pneumoniae* and *C. difficile* (Zheng et al. 2017, Hör et al. 2020b, Lamm-Schmidt et al. 2021, Riediger et al. 2021). KH domains have been found in bacterial RBPs with a wide range of functions, such as the enzymes polynucleotide phosphorylase (PNPase) and RNase Y or the transcription elongation factor NusA (Olejniczak et al. 2021). In the present work, a pilot analysis of cellular RNA ligands of *E. faecalis* KhpB suggests that its RNA interactome is mainly composed of sRNAs, tRNAs, and untranslated regions (UTRs), and that this RBP might have an RNA processing function. Our Grad-seq data sets, available in a user-friendly browser (https://resources.helmholtz-hiri.de/gradseqef/), provide a global resource to better understand transcriptional and post-transcriptional regulation in *E. faecalis* and *E. faecium*, the two pathogenic species of the *Enterococcus* family.

## Materials and methods

### Bacterial growth and culture conditions

Bacteria, *E. faecalis* V583 and *E. faecium* AUS0004, gift from Jean-Christophe Giard, were grown at 37°C on M17 agar plates (Oxoid) supplemented with 0.5% glucose. Single colonies were inoculated each time liquid cultures were needed. 8.3 ml of M17 medium supplemented with 0.5% glucose were inoculated in a 25 ml glass tube, in order to keep the final proportions of one-third of media and two-thirds oxygen. Cultures were grown overnight at 37°C and back diluted 1:100 into fresh media and grown without agitation to late logarithmic/early stationary phase at an OD_600_ of 2.0. For the glycerol gradient sample preparation, 200 OD_600_ of bacterial culture was used for each strain. 1 ml of the overnight culture was diluted in 100 ml of GM17 and grown to OD_600_ of 2.

Once the desired OD was reached, the cultures were decanted into prechilled 50 ml falcons and incubated on ice for 15 min with rotation of the tubes every 3–5 min to ensure fast and uniform cooling. The cells were harvested by centrifugation at 4000 *g* at 4°C for 20 min in 50 ml falcon tubes. Pellets were pooled in order to have one tube per strain. Three washes with 25 ml of ice-cold 1x TBS were applied and the pellets were resuspended in a final 1 ml 1x TBS, transferred into a 2 ml tube and centrifuged at 13,000rpm, 4°C, during 2 min. After removing all the TBS, pellets were resuspended in 500 µl of lysis buffer (20 mM Tris-HCl, pH 7.5, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, 0.2% Triton X 100, 20 U/ml DNase I, 200 U/ml RNase-inhibitor). An equal volume of 0.1 mm glass beads was added, and cells were vortexed for 30 s followed by 15 s cooling on ice. This lysis step was repeated 10 times.

The lysate was then cleared by centrifugation at 13,000 rpm, 4°C during 10 min. Without disturbing the pellet, all supernatant was collected. A couple of aliquots were saved (Protein: 20 µl lysate + 20 µl of 5x Laemmli buffer; RNA: 10 µl lysate + 1 ml Trizol in 2 ml SafeSeal tube) for subsequent analysis of proteins and RNAs. A volume of 200 µl of the very top part of the gradient was removed and 200 µl of the cleared lysate was gently placed. The gradient used here was a linear 10%–40% (w/v) glycerol gradient. To prepare the gradient, two solutions were made. The 10% (w/v) glycerol solution (20 mM Tris-HCl, pH 7.5, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, 0.2% Triton X 100, 10% (w/v) glycerol) and the 40% (w/v) glycerol solution (20 mM Tris-HCl, pH 7.5, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, 0.2% Triton X 100, 40% (w/v) glycerol). Clean ultracentrifugation tubes were divided into two. The first half of the tube was filled up with the 10% solution and using a 70-mm injection needle and a syringe, the 40% solution was then placed underneath the 10% solution until the interphase reached the middle of the tube. The loaded gradients were centrifuged at 100,000 *g* (23,700 rpm) for 17 h at 4°C in a precooled ultracentrifuge. The gradients were then manually fractionated into 590 µl fractions. Following this method, 20 fractions and the pellet were collected for each gradient (separately for *E. faecalis* and *E. faecium*).

### Protein/MS sample preparation

From each fraction, 90 µl was mixing with 30 µl of 5x Laemmli loading buffer. The fractions were analyzed in 12% SDS-Page standard gel followed by Coomassie staining (20 µl for the fractions, 3 µl for the lysate and 10 µl for the pellet). KhpB was detected by the αKhpB antibody (2, SY0917 (MA11010) SABC-serum) (rabbit, 1:10,000) and a secondary anti-rabbit-HRP (goat) conjugate antibody ( 1:10,000, Sigma-Aldrich, #31460). The rest of the samples was prepared for mass spectrometric analysis as previously described (Hör et al. 2020b). Briefly, samples were homogenized using ultrasound. Debris were later removed by centrifugation and 20 µl of the cleared protein sample were spiked-in with 10 µl of UPS2 spike-in (Sigma-Aldrich) diluted in 250 µl of 1.25x protein loading buffer. The samples were then reduced in 50 mM DTT, 10 min at 70°C and alkylated with 120 mM iodoacetamide for 20 min at room temperature in the dark. The proteins were precipitated using four times their volume of acetone overnight at −20°C, and later on washed with acetone and dissolved in 50 µl of 8 M urea, 100 mM ammonium bicarbonate. Protein digestion into peptides was performed using Lys-C (Wako) for 2 h at 30°C following by overnight digestion by trypsin. Peptides were eluted with 60% acetonitrile/0.3% formic acid and stored at −20°C until LC-MS7MS analysis.

### RNA/RNA-seq sample preparation

From each collected fraction (minus the 90 µl taken for protein preparation), 50 µl of 10% SDS was added (or 25 µl for the pellet as the volume was expectedly lower in the sample). After shaking by hand vigorously for about 20 s, 600 µl of acidic P:C:I was added to each fraction (300 µl for the pellet). 400 µl of chloroform was added also to the Trizol-dissolved lysate and shaken by hand for about 10 s. All the samples were then vortexed for 30 s and let rest for 5 min at room temperature. The samples were centrifuged at 13,000 rpm at 4°C for 15 min. The aqueous phases were collected in 2 ml tubes and 1 µl of Glycoblue, together with 1.4 ml ice-cold 30:1 EtOH:3 M NaOAc pH 6.5 were added. Tubes were put at −80°C for 40 min in order to let the RNA precipitate. The samples were then centrifuged at 13,000rpm, 4°C for 30 min, pellets were washed with 350 µl of ice-cold 70% EtOH and centrifuged again for 10 min at 13,000 rpm, at 4°C. After air-drying the pellets, 40 µl nuclease-free water was added. DNase treatment was performed. For one entire gradient, a master mix was prepared: 115 µl of DNase I buffer with MgCl_2_, 11.5 µl RNase-inhibitor, 92 µl DNase I, and 11.5 µl nuclease-free water. RNA were denaturated at 65°C for 5 min prior to treatment. A volume of 10 µl of the master mix was added to each 40 µl sample, and the now-treated samples were incubated at 37°C for 45 min. A volume of 150 µl of nuclease-free water was then added along with 200 µl of acidic P:C:I. After 5 min of incubation at room temperature, samples were centrifuged at 13,000rpm at 4°C for 15 min, the aqueous phase was placed in the precipitation mix (600 µl ice-cold 30:1 EtOH:3 M NaOAc pH 6.5 with 1 µl of Glycoblue), 40 min at −80°C, centrifuged at 13,000rpm 4°C for 30 min, washed with 350 µl 70% EtOH, and centrifuged at 13,000rpm 4°C for 10 min. The pellets were air-dried and dissolved in 35 µl nuclease-free water. 10 µl of each sample was mixed with 10 µl of GLII RNA loading buffer.

For quality control of the RNA, a thick 6% PAA gel with 7 M urea was cast with a 25-well comb in order to load the 20 fractions but also the lysate and the pellet. 6 µl of each sample was loaded and run at 300 V for about 1h40. The gel was then stained using Ethidium bromide. The same procedure was followed for northern blot preparation. After the run, RNA was transferred onto a Hybond-XL membrane and hybridized overnight at 42°C with γ^32^P-ATP end-labeled oligodeoxynucleotide probes (listed in Table S3, Supporting Information). Signals were visualized on a Typhoon FLA 7000 Phosphoimager and quantified with ImageJ (EMBL software publicly available).

For RNA‐seq, 5 µl of the gradient samples was diluted in 45 µl nuclease-free water. A volume of 10 µl of this dilution was mixed with 10 µl of a 1:100 dilution of the ERCC spike‐in mix 2 (Thermo Fisher Scientific) and subjected to library preparation for next‐generation sequencing (Vertis Biotechnologie) following the protocol that has been previously described (Hör et al. 2020b).

### RNA-seq and MS analysis

Both analyses were conducted as previously described (Gerovac et al. 2021b). For RNA-sequencing analysis, we used the NCBI reference sequences NC_004668.1, NC_004669.1, NC_004670.1, and NC_004671.1 for *E. faecalis* and NC_017022.1, NC_017023.1, NC_017024.1, and NC_017032.1 for *E. faecium*. 

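The sequencing comprised 46 libraries. Each Grad-seq experiment gave 21 libraries, from 20 gradient fractions and the pellet, with 1 library for each fraction and species. The KhpB RIP-seq gave 4 libraries, from 2 precipitations with preimmune serum and 2 with anti-KhpB serum. The deposited annotation of each strain joined genes predicted by the NCBI pipeline (protein homology, GeneMarkS, tRNAscan-SE and cmsearch) with 5'UTRs, 3'UTRs and sRNAs placed by ANNOgesic, a tool that derives transcript features from RNA-seq data. For E. faecalis V583 it held 5234 features on the chromosome and 3 plasmids, and for E. faecium AUS0004 it held 5064 features on the chromosome and 3 plasmids. The E. faecalis features were 3246 CDSs, 1456 5'UTRs, 291 3'UTRs, 151 ncRNAs, 67 tRNAs, 12 rRNAs, 8 riboswitches and 1 entry each for tmRNA, the RNA of the signal recognition particle and RNase P RNA. In E. faecium there were 3049 CDSs, 1470 5'UTRs, 342 3'UTRs, 129 ncRNAs, 47 tRNAs, 18 rRNAs, 6 riboswitches and 1 entry for each of the same 3 RNAs. ANNOgesic was the source of 150 of the ncRNAs in E. faecalis and 128 in E. faecium, and the remaining ncRNA of each species was 6S RNA. The plasmids carried 149 of the CDSs in E. faecalis and 72 in E. faecium, and 19 and 11 of the sRNAs, while all tRNA and rRNA genes lay on the chromosome. Coordinates are counted from 1 on the replicons as annotated. Read counts and coverage per library were not used here, so the values given with these annotations describe features and not their abundance.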

Annotation files were used from NCBI. ERCC spike-in reference sequences were also included. RNA-sequencing analysis including read mapping, generation of coverage files, gene quantification, and differential gene expression/level analysis (deseq2) were conducted in READemption 0.4.5 (Förstner et al. 2014). 

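The UTRs entered the annotation as separate features beside the CDSs. The median length of a 5'UTR was 39 bases in E. faecalis (range 1 to 299) and 40 bases in E. faecium (range 1 to 301). The 3'UTRs had median lengths of 59 bases (range 3 to 300) and 63.5 bases (range 2 to 323). Under 20 bases were 119 (8.17%) of the 5'UTRs in E. faecalis and 149 (10.1%) in E. faecium. Several 5'UTRs could belong to 1 gene, as 136 of 1313 5'UTR names in E. faecalis and 182 of 1274 in E. faecium stood for more than 1 entry, with at most 3 and 4 entries per name. Such entries overlapped, and 279 of the 5'UTRs in E. faecalis and 378 in E. faecium shared bases with another 5'UTR on the same strand. The last base of the 5'UTR was the first base of a CDS for 1231 (84.5%) of the E. faecalis entries, which led into 1110 CDSs, and for 1461 (99.4%) of the E. faecium entries, which led into 1265 CDSs. A 3'UTR that began on the last base of a CDS was annotated for 283 CDSs in E. faecalis and 342 in E. faecium. Both a 5'UTR and a 3'UTR of this kind were annotated for 145 and 217 CDSs.

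**Figure D1:**
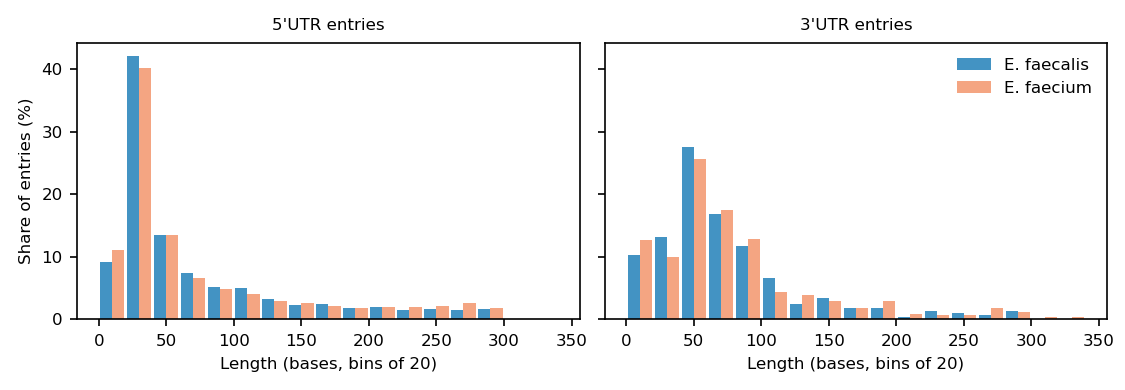
Lengths of the annotated 5'UTRs (left) and 3'UTRs (right) in bins of 20 bases, as the share of entries of each species (%). Medians are 39 and 40 bases for 5'UTRs and 59 and 63.5 bases for 3'UTRs in E. faecalis and E. faecium.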

The relative position of an annotated CDS or UTR was determined by the sum of the read fraction per gradient multiplied with the gradient fraction number (*P* = 21), as described previously (Gerovac et al. 2020). Relative positions between CDS and UTRs were correlated and differences of 5 in relative positions indicated independent behavior in gradients.

For protein searches by MS, we used the UniProt proteome UP000001415 for *E. faecalis* and UP000007591 for *E. faecium*.

Orthologs between both species were determined by using OrthoFinder (2.5.2) with default settings (Emms and Kelly 2019).

### KhpB expression and purification

KhpB was cloned for expression into the vector pETM14 (kanamycin resistance) with C-terminal 3C-cleavage site, 3 × FLAG-tag, and 6 × His-tag. The *khpB* insert was amplified by primers JVO-19671×JVO-19672. The vector backbone was amplified from the template pMiG006 (Gerovac et al. 2020) by JVO-19668×JVO-19669 and JVO-19670 subsequently to add the C-terminal tag. Insert and Backbone were cloned by Gibson assembly. The final plasmid pMiG034 was sequenced for verification by T7 primer.

For expression pMiG-034 was transformed into *E. coli* BL21-CodonPlus (DE3)-RIL cells (Agilent Technologies, JVS-12280, chloramphenicol resistance). Cells were grown in LB to OD_600_ 0.6 at 37°C, cooled to 18°C and induced with 0.5 mM IPTG overnight. Cells were resuspended in lysis buffer (20 mM Tris/HCl pH 8.0, 1 M NaCl, 0.1 mM EDTA, 4 mM 2ME, 1 mM PMSF) and disrupted by sonication (50% amplitude, 30 s pulsation—30 s break for 5 min, on ice, Sonopuls HD 3200, TT13 tip, Bandelin). The lysate was cleared at 15,000 *g* for 15 min at 4°C. Supernatant was loaded onto an Ni-NTA column (5 ml, HisTrap HP, Cytiva) and washed with 5 column volumes. Protein was eluted with 200 mM imidazole and desalted (PD10 column, GE) in 3C-cleavage buffer (50 mM Tris/HCl pH 7.5, 150 mM NaCl, 0.1 mM EDTA, 1 mM TCEP). Cleavage of the tag was performed in 2–3 ml with 20 µl 3C protease (1 mg/ml, Sigma-Aldrich, SAE0045) added and incubated over-night at 4°C. The sample was loaded again on an Ni-NTA column for reverse-IMAC and the cleaved product collected in the flow through. Unfortunately, KhpB remained bound to the column, and required to be washed, and eluted again. The sample was diluted with 10 volumes anion exchange buffer A (20 mM HEPES pH6.0, 50 mM NaCl, 0.1 mM EDTA, 4 mM 2ME) and loaded onto an anion exchange column (5 ml, HiTrap Q HP, Cytiva). Protein was eluted in a gradient up to 1 M NaCl. KhpB eluted as a second peak ∼0.5 M NaCl. The peak was pooled and concentrated by centrifugal filtration (Amicon Ultra-4, 10 kDa cut-off, Merck) rebuffered in storage buffer (20 mM HEPES/KOH pH 7.5, 150 mM KCl, 1 mM TCEP) and flash frozen in liquid nitrogen. The concentration of KhpB was estimated by absorption measurement at 280 nm using the extinction coefficient of 10,430/mM/cm. A total of 0.8 mg protein was used for raising two antibodies against KhpB in rabbit (Eurogentec, speedy program).

### RIP-seq

A volume of 300 µl polyclonal anti-KhpB serum (SY0916 (MA11009) SABC-sérum for experiment 1 and SY0917 (MA11010) for experiment 2), or corresponding preimmune sera for negative control, was added to 75 µl of prewashed protein A sepharose beads (Sigma-Aldrich) together with 700 µl lysis buffer (20 mM Tris/HCl pH 8.0, 150 mM KCl, 1 mM MgCl_2_, 1 mM DTT) and incubated for 1 h. Beads were washed two times with lysis buffer. A total of 60 OD of *E. faecalis* cells at OD 2 were resuspended in 1 ml lysis buffer (plus 2 mM PMSF, 10 µl lysozyme (50 mg/ml), 5 µl RNase inhibitor, 5 µl DNase I), and were lysed via FastPrep with lysing matrix E at 6 m/s for 40 s.

The lysate was cleared for 10 min at full speed at 4°C. Beads were added to the lysate and incubated at 4°C for 2 h with rotation. Beads were pelleted at 300 *g* and washed five times with lysis buffer. Beads were resuspended in 500 µl lysis buffer and RNA was extracted by addition of 1% (w/v) SDS and one volume PCI. The aqueous layer was re-extracted with chloroform and the RNA was precipitated with 0.1 M sodium acetate and three volumes of ethanol. RNA was pelleted, dried, and solubilized in water. DNA was digested with DNase I in reaction buffer (Thermo Scientific). RNA was re-extracted by PCI, and the concentration was determined by absorption at 260 nm. Library preparation and sequencing was conducted at Vertis Biotechnologie AG. RNA-sequencing was analyzed as described previously. Read quantification between both experiments with independently generated antibodies against KhpB was merged and normalized in deseq2 by geometrical averaging and *P*-values were calculated using the Wald-test.

The organic layer was precipitated with 10 volumes methanol and LS-MS/MS analyzed for precipitated proteins at the MS core unit (AG Schlosser, Rudolf Virchow Center for Integrative and Translational Bioimaging). RNA extracted from supernatant, the flow-through with either the preimmune serum or with the anti-KhpB serum and the elution with either the preimmune serum or the anti-KhpB serum were used to validate KhpB targets by northern blot assays with a similar protocol described in the previous session “RNA/RNA-seq sample preparation.” The probes used against tRNA^Met^, tRNA^Ile^, tRNA^Ser^, the 5’UTR of tRNA^Ile^ and tRNA^Ser^, the sRNA070, sRNA010, and sRNA156 are listed in Table S3 (Supporting Information).

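The probes against tRNAs were directed to neighbouring genes of 1 cluster on the E. faecalis chromosome. This cluster held 25 of the 67 annotated tRNA genes between positions 253385 and 255695, all on the plus strand, with 1 to 48 bases between neighbours. The tRNA-Met gene EF_RS01285 spanned 254176 to 254249, and the position in the label of its probe, 254204, lay inside the gene. The tRNA-Ile gene EF_RS01290 (254270 to 254343) followed after 20 bases. Its probe carried the position 254304, inside the gene, and the probe against its 5' region carried 254260, in the spacer between both genes. The tRNA-Ser gene EF_RS01295 (254377 to 254466) followed after a spacer of 33 bases, and both of its probes carried the position 254360, in this spacer. The cluster held 3 genes for each of tRNA-Met, tRNA-Ile and tRNA-Ser, and the whole annotation held 3, 8 and 5. The positions are those of the probe labels and were not checked by a sequence match.

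**Figure D2:**
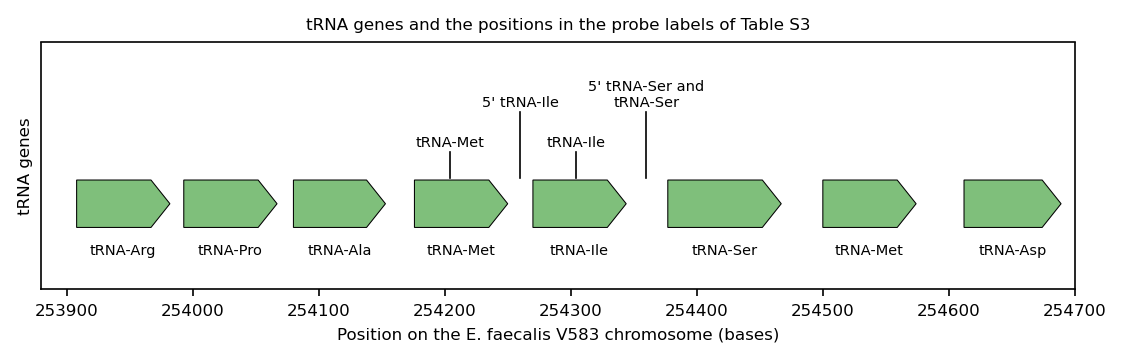
Annotated tRNA genes (green arrows) around the probed region of the E. faecalis chromosome (position in bases), with a vertical line at each position named in the probe labels of Table S3. The positions 254260 and 254360 lie between genes, and 254204 and 254304 lie inside tRNA-Met and tRNA-Ile.

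The sRNA probes were directed to 3 separate places. The 132 bases of sRNA070 (1469506 to 1469637, plus strand) all lay inside a 5'UTR, and the next CDS on this strand, EF_RS07320, which encodes a protein with a PRD domain, began after 40 bases. The 340 bases of sRNA010 (224560 to 224899, minus strand) lay between EF_RS01125, a permease subunit of an ABC transporter, and EF_RS01130, a hypothetical protein, and shared no base with another annotated feature. On a plasmid, sRNA156 spanned 122 bases (32657 to 32778, minus strand), of which 101 lay opposite a 5'UTR on the plus strand.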

## Results

### Grad-seq recapitulates known RNA–protein complexes in *E. faecalis* and *E. faecium*

To establish an atlas of cellular protein–protein and protein–RNA complexes in *E. faecalis* and *E. faecium*, we performed Grad-seq (see Fig. 1A for general workflow) on bacterial lysates obtained at late exponential phase (OD_600_ = 2) in M17 rich media. We chose this growth phase based on a previous study (Michaux et al. 2020) in which we had mapped transcription start sites (TSSs) in *E. faecalis* and *E. faecium*, and which showed that the vast majority of genes are expressed in this condition. Whole-cell lysates were analyzed in a glycerol gradient by ultracentrifugation and subsequently fractionated in 20 fractions plus the pellet. The absorbance of each fraction at 260 nm revealed a characteristic global profile [Fig. 1B for *E. faecalis*; Figure S1A (Supporting Information) for *E. faecium*]. Specifically, the bulk peak at the top of the gradient represents low-molecular weight (LMW) fractions in which free proteins and small complexes accumulate. In the high-molecular weight (HMW) fractions, two characteristic peaks around fractions 10 and 15 are observed, which correspond to the small (30S) and large (50S) ribosomal subunits, respectively; this pattern is very similar to the ribosome peaks observed in the closely related Gram-positive species, *S. pneumoniae* (Hör et al. 2020b).

**Figure 1.**
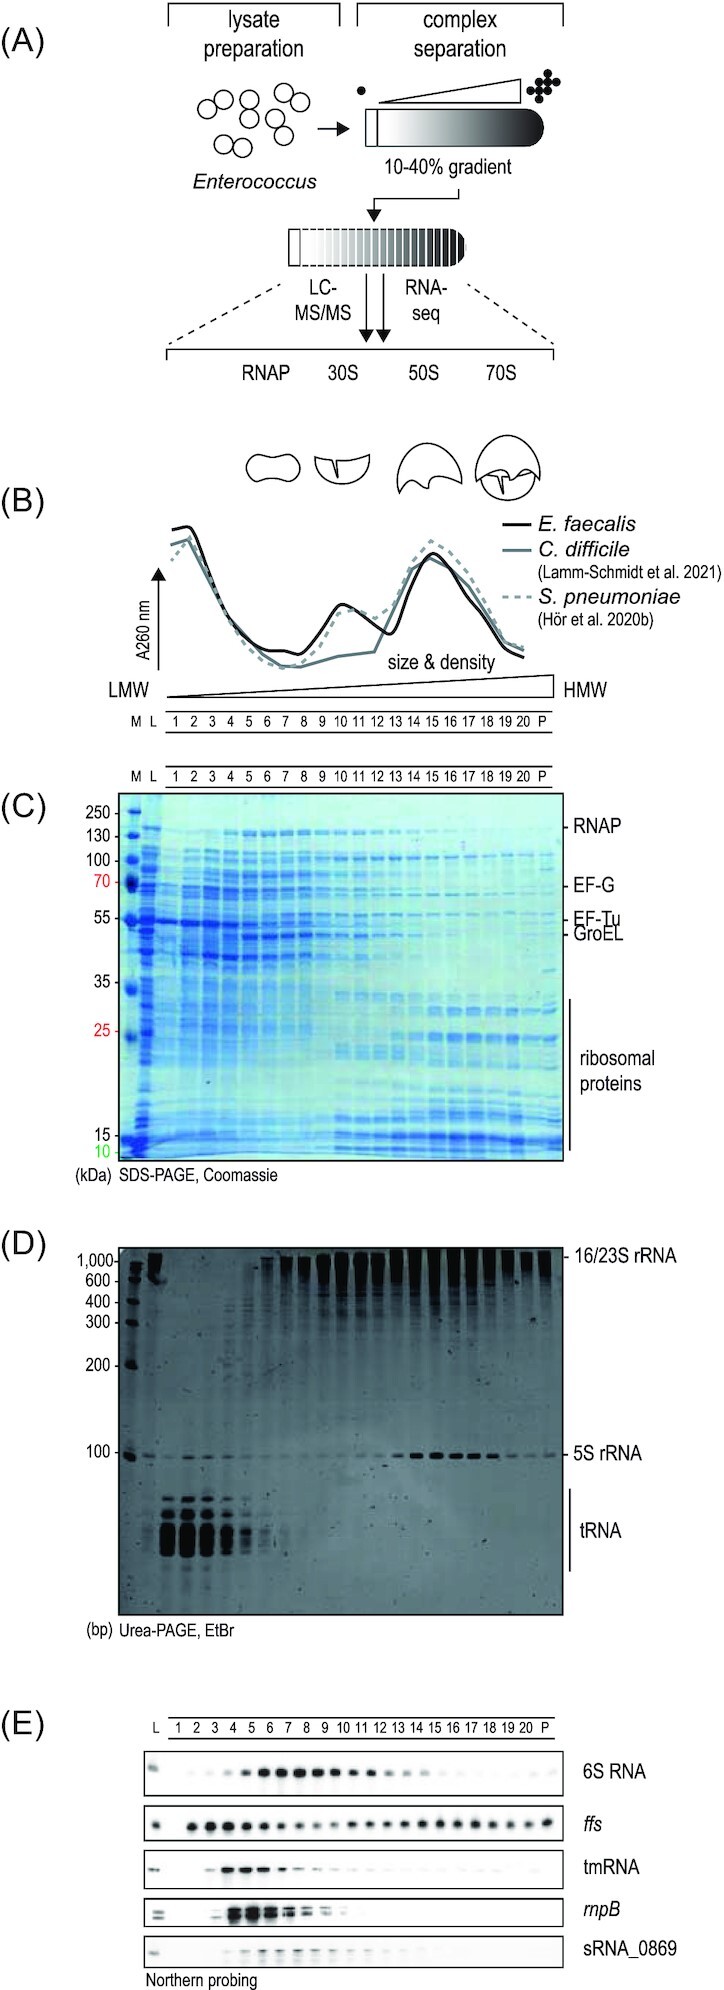
Grad-seq in *E. faecalis*. **(A)** General workflow: cellular lysate was sedimented in a glycerol gradient, fractionated, and analyzed by RNA-seq or mass-spectrometry to reveal sedimentation profiles. **(B)** The 260 nm absorption profile shows a bulk signal in LMW fractions followed by a peak for the small 30S ribosomal subunit and a peak for the large 50S subunit. This profile is comparable to profiles obtained previously for *S. pneumoniae* and *C. difficile*. **(C)** Fractions were run on an SDS-PAGE and abundant proteins were detected by Coomassie staining. **(D)** Fractions were run on a Urea-PAGE and abundant RNAs were detected by ethidium bromide staining. **(E)** Northern blots were probed for the indicated RNAs to assess their sedimentation profile. M: marker; L: lysate; and P: pellet.

Total protein and RNA were extracted for each fraction and analyzed by SDS-PAGE or Urea-PAGE to visualize abundant proteins (Fig. 1C; Figure S1B, Supporting Information) and transcripts (Fig. 1D; Figure S1C, Supporting Information), respectively. Judging by abundance and size, we observed ribosomal proteins in the HMW fractions, as expected from the absorbance profiles (Fig. 1B and C). Nonetheless, the most abundant proteins in both species were present in the LMW fractions, such as elongation factors EF-Tu (43 kDa) and EF-G (76 kDa) in fractions 2–5, the glycerol kinase GlpK (55 kDa) in fractions 1–4, or the complex of the chaperone GroEL (60 kDa) in fractions 7–13 (Fig. 1C; Figure S1B, Supporting Information). Subunits of the RNA polymerase (RNAP) sedimented in fractions 4–8 (Fig. 1C; Figure S1B, Supporting Information). Regarding transcripts (Fig. 1D; Figure S1C, Supporting Information), highly abundant tRNAs sedimented in LMW fractions 1–4, whereas the 16S and 23S/5S ribosomal RNAs (rRNAs) occurred in the ribosomal fractions, as expected.

For additional quality evaluation, we performed independent Northern blot analysis of some well-characterized stable transcripts, such as 6S RNA, 4.5S RNA (*ffs* gene), tmRNA, M1 RNA (*rnpB*), or sRNA_0869, an sRNA previously identified in *E. faecalis* (Fouquier d’Hérouel et al. 2011, Shioya et al. 2011) (Fig. 1E; Figure S1D, Supporting Information). Where comparable, these sedimentation profiles resemble reported profiles in *E. coli, Salmonella, S. pneumoniae, P. aeruginosa*, and *C. difficile* (Gerovac et al. 2021b, Hör et al. 2020a,b, Lamm-Schmidt et al. 2021, Smirnov et al. 2016). For example, tmRNA, which forms a ribonucleoprotein complex with the protein SmpB that rescues stalled ribosomes (Huter et al. 2017) sedimented in fractions 3–8, as expected by a predicted complex size of 32 kDa (Fig. 1E; Figure S1D, Supporting Information). We observed 6S RNA in fractions 5–9, corresponding to the distribution of the protein subunits of RNAP (Fig. 1E; Figure S1D, Supporting Information); this suggests that enterococci use a 6S RNA-dependent mechanism for global control of transcription, as reported in several other species (Wassarman 2018). M1 RNA, the catalytic RNA subunit of RNaseP (Frank and Pace 1998), appeared in fractions 3–7, as previously seen in *Streptococcus* (Hör et al. 2020b) (Fig. 1E; Figure S1D, Supporting Information).

The fractionated gradient was subjected to high-throughput RNA sequencing and MS in order to compile sedimentation profiles for proteins and RNAs and enable global predictions of macromolecular complexes. Protein and RNA abundance was normalized via an external spike-in (Tables S1 and S2, Supporting Information). To benchmark the quality of the global dataset, high-throughput sedimentation profiles of well-established complexes were evaluated for cosedimentation (Fig. 2). For example, the RNA profiles of 6S, 4.5S RNA, and rRNAs showed correlation with the profiles of proteins with which they are known to form complexes with—the RNAP subunits, the Ffh protein, and the ribosomal proteins, respectively (Fig. 2A; Figure S2A, Supporting Information). Altogether, the high correlation between the profiles of proteins and RNAs known to form complexes encouraged us to further analyze the data in a high-throughput fashion.

**Figure 2.**
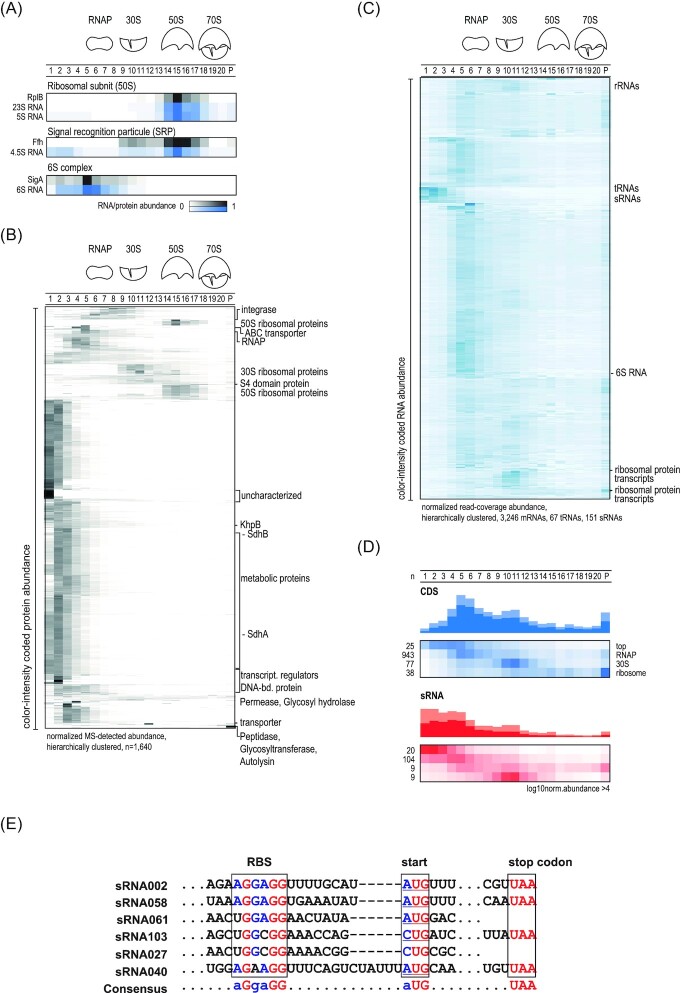
Grad-seq sedimentation profiles for *E. faecalis*. **(A)** Sedimentation profiles of known RNA–protein complexes, specifically the ribosomal 50S subunit complex, the signal recognition particle (SRP) and the 6S complex (an association between 6S and the sigma factor SigA in RNAP fractions). **(B)** Heatmaps based on unsupervised clustering of the sedimentation profiles of *E. faecalis* proteins. Clusters that indicate known or new complexes have been highlighted. **(C)** Heatmaps based on unsupervised clustering of the sedimentation profiles of *E. faecalis* RNA. RNA sedimentation profile patterns can be detected, for example tRNA clusters, sRNAs located in the LMW fractions, or ribosomal RNA in the HMW fractions. **(D)** Averaged profiles of CDSs and sRNAs. **(E)** Partial alignment of the 30S-associated sRNAs. The putative RBS, start and stop codons are framed.

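The aligned sRNAs were annotated at 9 places on the E. faecalis chromosome, with lengths from 75 bases (sRNA002) to 260 bases (sRNA103). Of these, 7 shared no base with another feature on their strand. The exceptions were sRNA053 (1057189 to 1057314, plus strand), whose 126 bases lay inside a 5'UTR and of which 81 belonged to the CDS of the pilus tip protein EbpA (EF_RS05265), and sRNA061 (1260089 to 1260166, plus strand), of which 48 of 78 bases belonged to the CDS of the tRNA pseudouridine synthase TruB (EF_RS06235). The sRNAs sRNA050 and sRNA120 lay just before 16S rRNA genes on the same strand. The 125 bases of sRNA050 (1018018 to 1018142, plus strand) ended 38 bases before EF_RS05015, and the 227 bases of sRNA120 (2773438 to 2773664, minus strand) ended 30 bases before EF_RS13710. The 215 bases of sRNA040 (788993 to 789207, plus strand) lay between CDSs on the same strand, 46 bases after an oxidoreductase gene and 109 bases before the gene of a transcription antiterminator. The genes on either side of sRNA002 (74538 to 74612, minus strand), sRNA027 (532495 to 532604, minus strand, 110 bases) and sRNA058 (1170391 to 1170546, minus strand, 156 bases) were all on the opposite strand, as they were for sRNA103 (2405737 to 2405996, plus strand).

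**Figure D3:**
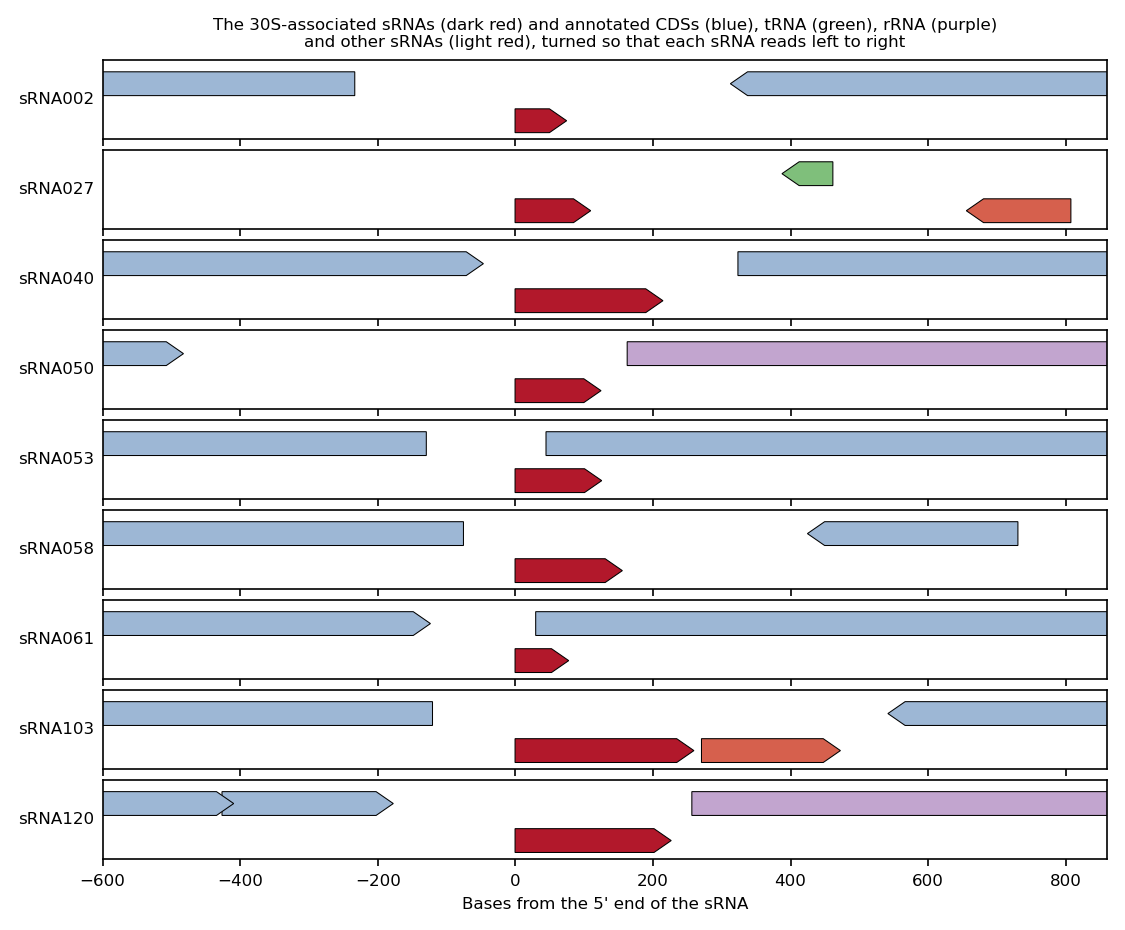
Places of the 9 sRNAs (dark red) against annotated CDSs (blue), a tRNA gene (green), 16S rRNA genes (purple) and other sRNAs (light red), in bases from the 5' end of each sRNA. Arrows that point left are on the opposite strand. The 16S rRNA genes begin 38 bases after sRNA050 and 30 bases after sRNA120.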

### Grad-seq recovers the majority of *E. faecalis* and *E. faecium* proteins and transcripts

We used unsupervised clustering of the sedimentation profiles of *E. faecalis* (Fig. 2B and C) and *E. faecium* (Figures S2B and C, Supporting Information) to generate heatmaps. For *E. faecalis*, a total of 1640 proteins were detected, representing >50% of the 3240 annotated proteins. The corresponding heat-map (Fig. 2B) highlights different clusters of proteins that share a similar sedimentation profile, including ribosomal proteins or metabolic enzymes, such as the succinate dehydrogenase complex composed of SdhA and SdhB with a MW of 55 kDa. For *E. faecium*, a total of 1654 proteins were detected, representing >58% of the 2826 total annotated proteins (Figure S2, Supporting Information).

For cellular RNA species, we used our recent dRNA-seq based single-nucleotide transcriptome annotation in *E. faecalis* (Michaux et al. 2020), and recovered in-gradient distributions of 3246 mRNAs, 67 tRNAs, 151 sRNAs, 291 3'UTRs, and 1456 5'UTRs (Fig. 2C). For *E. faecium*, 3049 mRNAs, 47 tRNAs, 129 sRNAs, 342 3'UTRs, and 1470 5'UTRs were detected (Figure S2C, Supporting Information). The fact that we detected more mRNAs than the total number of annotated proteins in both species can be explained by the incomplete annotation of *E. faecalis* and *E. faecium* proteins; currently, not every coding sequence (CDS) is present in the Uniprot database. Overall, the total number of transcripts and proteins for which we could establish sedimentation profiles via Grad-Seq in *E. faecalis* and *E. faecium* is comparable to previous Grad-seq experiments in others species, such as *C. difficile, E. coli*, or *S. pneumoniae* (Hör et al. 2020a,b, Lamm-Schmidt et al. 2021).

### RNA sedimentation profiles reveal new UTR-derived sRNA candidates

Global clustering of RNA sedimentation profiles allows the identification of groups of mRNAs or sRNAs that might be part of distinct RNA–protein complexes. While in both species some mRNAs (here designated as CDS) were found in fractions 4–6 (Fig. 2D; Figure S2D, Supporting Information), many others peaked in the RNAP fractions, in the ribosomal fractions or were found in the pellet, indicating association with the transcription or translation machineries (Fig. 2D; Figure S2D, Supporting Information). Interestingly, we observed a more pronounced sedimentation of mRNAs in HMW fractions in *E. faecium* (Figure S2D, Supporting Information) than we did in *E. faecalis* (Fig. 2D). This suggests that in the late exponential growth phase, *E. faecium* has a more active protein synthesis compared to *E. faecalis*.

Focusing on sRNAs, we detected a cluster in LMW fractions, which we predict to correspond to largely protein-free sRNAs (Fig. 2D; Figure S2D, Supporting Information). A second cluster, more visible in *E. faecium* than *E. faecalis*, is present in fractions 9–12; i.e. these sRNAs occur in the 30S ribosomal fractions. There are two tempting possible explanations for this sedimentation profile: firstly, these sRNAs might be associated with translated mRNAs as part of their regulatory activity; alternatively, these sRNAs themselves might be translated, because they contain small open-reading frames (ORFs), perhaps with noncanonical start codons that have been overlooked so far. The latter phenomenon has recently been established in *E. coli* through Grad-seq analysis. RyeG, presumed to be a noncoding sRNA, was found to peak in the 30S fractions of the gradient and was shown to contain a previously unnoticed ORF of 48 amino acids (aa) starting with a GUG start codon (Hör et al. 2020a, Weaver et al. 2019). To address this possibility in *E. faecalis*, we performed sequence alignments for 9 sRNAs (sRNA002; sRNA027; sRNA040; sRNA050; sRNA053; sRNA058; sRNA061; sRNA103, and sRNA120) that are present in the 30S fraction (Fig. 2D). In total, six of these sRNAs contain a potential Shine–Dalgarno (SD) sequence, followed by a start codon and, for four of them, a stop codon, revealing possible small ORFs for sRNA002 (15 aa), sRNA040 (14 aa), sRNA058 (20 aa), and sRNA103 (19 aa) (Fig. 2E).

For in-gradient distributions of individual mRNAs, we observed instances of strikingly different sedimentation profiles of annotated CDS compared to their respective UTRs (Fig. 3A; Figure S2E and Table S4, Supporting Information). Typically, all regions of an mRNA would be expected to sediment in the same fraction, and this anomaly might therefore indicate the presence of potential 5' or 3'UTR-derived sRNAs (Adams and Storz 2020, Ponath et al. 2022). Searching for such noncanonical in-gradient distributions, we identified 18 and 37 UTR-derived candidate sRNAs for *E. faecalis* and *E. faecium*, respectively (based on the absolute value differences of at least five units between the relative position of the CDS and UTR (see “Methods” for details; Table S4, Supporting Information). As an example, the hypothetical gene *EF_3018* is shown in Fig. 3B. Its 5'UTR does not cofractionate with its CDS, indicative of a possible 5'UTR derived sRNA. Additional examples include the 5'UTRs of the polysaccharide lyase *EF_3023* and the small metabolite transporter *EF_0359*. These instances highlight the power of Grad-seq for extended sRNA annotation.

**Figure 3.**
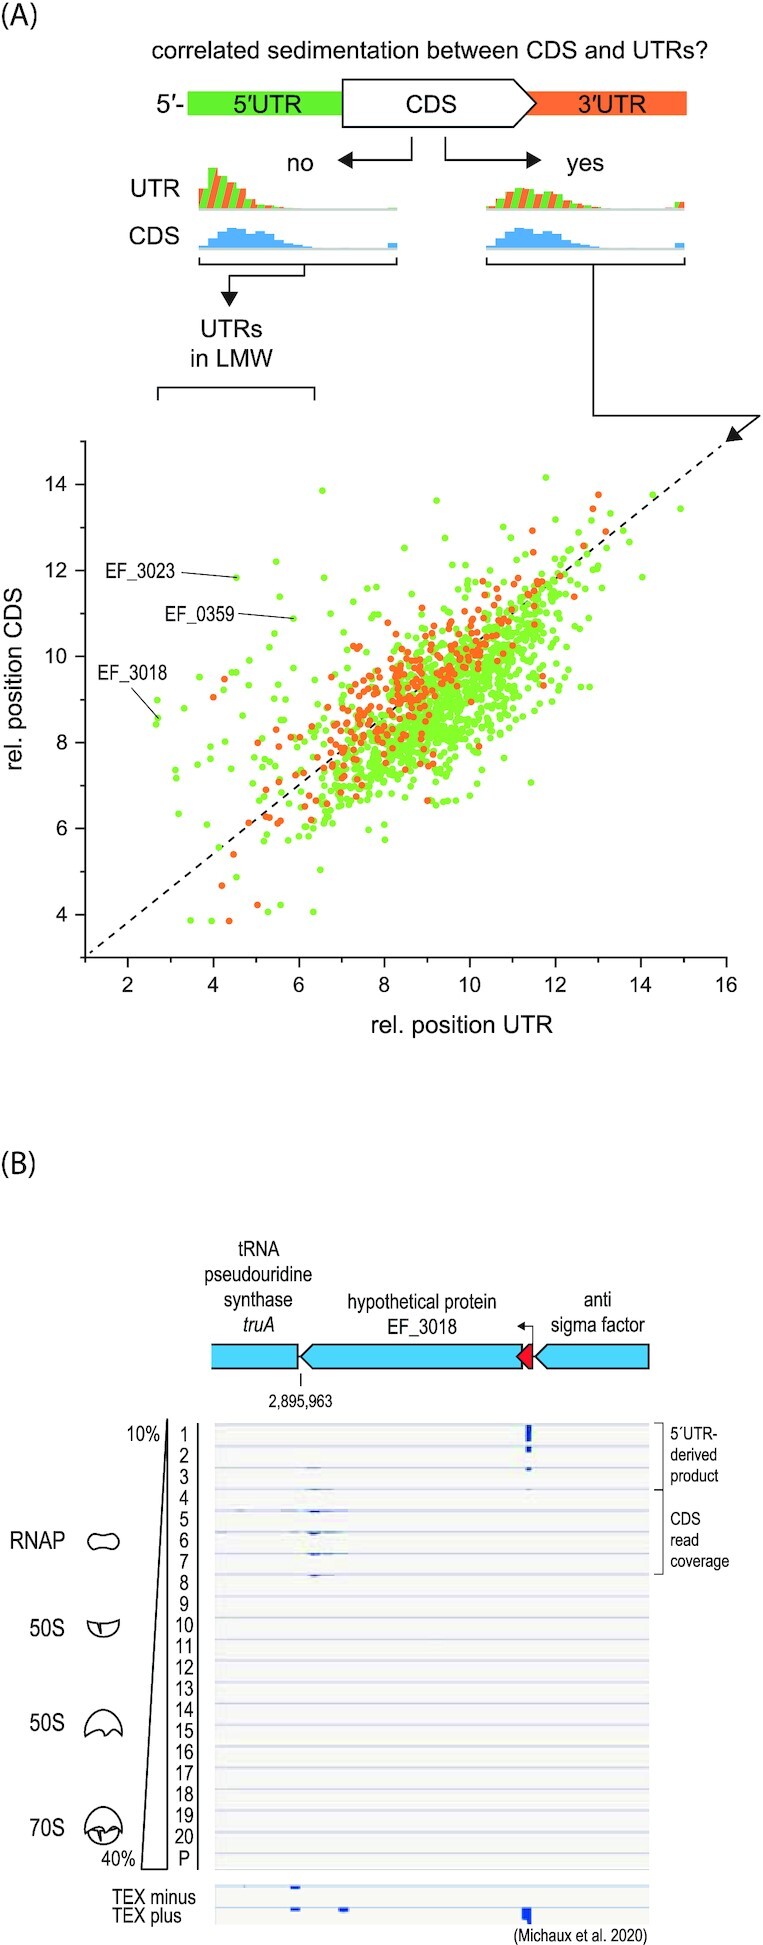
Sedimentation of CDSs and their corresponding UTRs. **(A)** Comparison of the relative positions of CDSs and their UTRs in the sedimentation gradient. Outliers indicate a different sedimentation between the UTR and the CDS. **(B)** Sedimentation profile at nucleotide resolution of EF_3018, one of the outliers labeled in (A).

### Grad-seq identifies new and established protein complexes

Our sedimentation profiles constitute a resource for the identification of molecules that may associate in stable cellular complexes. The strongest indicator of complex formation is the presence of proteins in HMW fractions. Prominent examples include some tRNA synthetases, chaperones such as GroEL, transcription termination factors such as Rho and the subunits of RNAP, as well as numerous metabolic enzymes (Fig. 4A); these proteins often peak in fractions >2 with molecular sizes larger than their free form (>200 kDa). To obtain a high-level view of the sedimentation profiles of cellular proteins, we applied principal-component analysis (PCA) to cosegregate the sedimentation profiles by position and complexity in two components (Fig. 4B for *E. faecalis*, Fig. 4C for *E. faecium*; maximal peak fraction >8 with the principal-component coordinates given in Table S1, Supporting Information). As a result, the sedimentation profile complexity is reduced from 21 fractions to two components (Fig. 4B and C). A number of well-characterized complexes aggregate, in accordance with their sedimentation profiles. For instance, in *E. faecalis*, three proteins of the pyruvate dehydrogenase (PDH) complex—PdhA, PdhB, and AceF—cluster together, and so did many ribosomal proteins (Fig. 4C).

**Figure 4.**
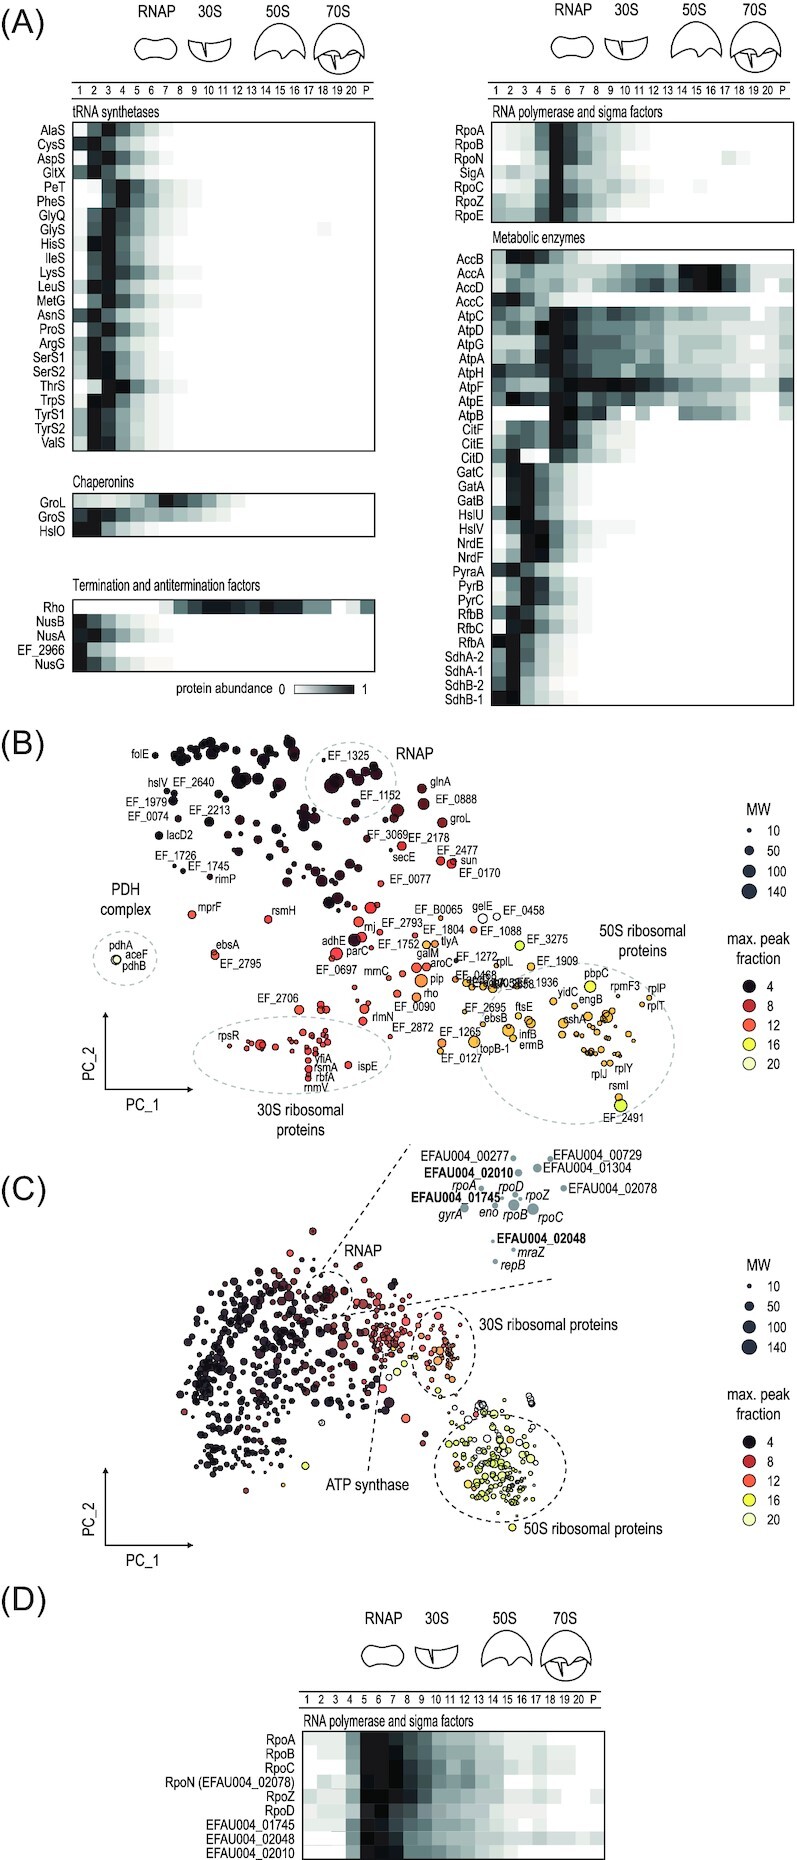
Sedimentation of *E. faecalis* and *E. faecium* protein complexes. **(A)** Examples of sedimentation profiles of known complexes in *E. faecalis*. (B) and (C) Clustering of sedimentation profiles by principal component analysis for *E. faecalis***(B)** and *E. faecium***(C)**. Dashed circles indicate protein complex clusters. **(D)** Sedimentation profiles of the RNAP cluster in *E. faecium*.

This approach is especially valuable for the initial identification of protein complexes in less-studied bacterial species. For example, the protein annotation in *E. faecium* lacks many RNAP-associated sigma factors that are described in *E. faecalis*. To identify factors that might form a complex with *E. faecium* RNAP, we zoomed into the PCA plot to explore which of the factors that share similar sedimentation profiles with RNAP might be potential candidates for RNAP interactors (Fig. 4C). As a positive control, we detected EFAU004_02078, which resembles the *E. coli* sigma factor RpoN and is so far the only *E. faecalis* protein annotated in UniProt as a sigma factor. In addition, the hypothetical proteins EFAU004_01745 and EFAU004_02048, and the ABC-transporter EFAU004_02010 shared nearly identical sedimentation profiles with RNAP subunits and lend themselve for further investigation as novel sigma or transcription factors (Fig. 4D). In summary, evaluation of factors that have a highly correlated sedimentation profile with known protein complexes constitutes a first step to predict function for an unknown protein and establish its involvement in a stable complex. For interactive selection and visualization of proteins of interest in the PCA plot, we include a workflow (Material S1) for the upload and use of Table S1 (Supporting Information) in the data mining tool Orange (https://orangedatamining.com/) (Demšar et al. 2013).

### The emerging RBP KhpB is conserved in enterococci

RBPs usually accumulate in the first fractions of the gradient (Gerovac et al. 2020) and can be difficult to discriminate between by PCA due to their small molecular weight and their transient interactions with RNAs. Importantly, previous Grad-seq analysis in Gram-negative bacteria often observed tailing toward the central gradient fractions for established global RBPs such as Hfq and ProQ (Hör et al. 2020a, Smirnov et al. 2016); when the samples were pretreated with RNase, these RBPs would shift toward LMW fractions (Gerovac et al. 2020). Of note, *E. faecalis* and *E. faecium* lack CsrA, Hfq, and ProQ, the three major global RBPs associated with sRNA-mediated gene regulation in Gram-negative bacteria (Christopoulou and Granneman 2021). Although other RBPs have been reported in Gram-positive bacteria, e.g. diverse members of the cold shock protein (Csp) family, the ppGpp synthetase RelQ or the ribosomal protein S1, there is currently no evidence for a global sRNA-binding protein in *E. faecalis* or *E. faecium* (Christopoulou and Granneman 2021). Thus, we examined a number of annotated RBPs in these two organisms (Figure S3, Supporting Information). Interestingly, they all showed tailing toward RNAP and ribosomal fractions, which could be indicative of stable interactions with other cellular partners. Interestingly, we also observed that the putative RBPs KhpA and KhpB (Olejniczak et al. 2021) showed strong tailing toward the RNAP and 30S fractions (Fig. 5A). Moreover, their profiles correlate with sRNA clusters (Fig. 2D), making them appealing candidates for further characterization.

**Figure 5.**
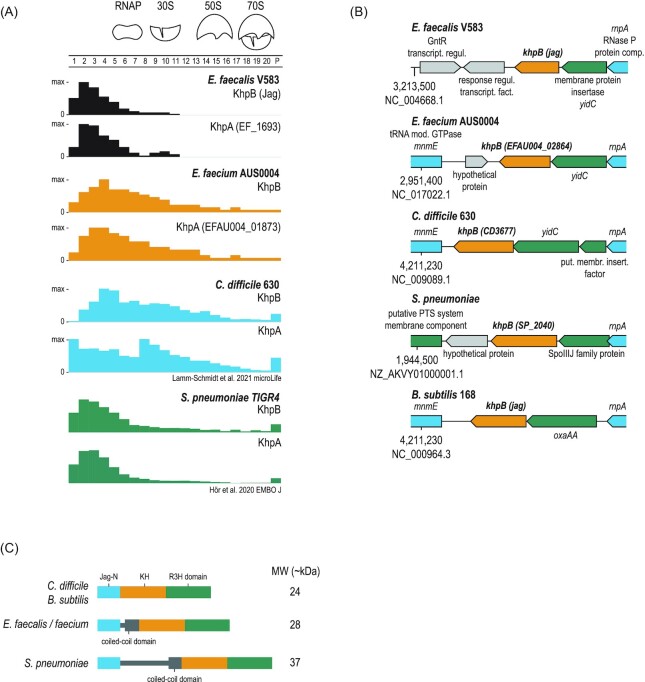
KhpA/B is a conserved RBP. **(A)** Sedimentation profiles of KhpA and KhpB in *E. faecalis, E. faecium, C. difficile*, and *S. pneumoniae*. **(B)** Genetic locus of KhpB in different bacterial species. The locus also encodes the RNase P protein component (*rnpA*) and tRNA modification GTPase (*mmE*) **(C)** Domain organization of KhpB in different bacterial species. KhpB can vary in length due to the flexible linker region between the Jag N-terminal domain and the C-terminal KH and R3H domains that are annotated as RNA-binding domains.

KhpA and KhpB behaved similarly in *E. faecalis* and *E. faecium*, with both proteins showing up primarily in the LMW and tailing toward HMW fractions, indicating that they may exist in a free form as well as in a complex, presumably with cellular transcripts (Fig. 5A). However, *E. faecium* KhpA and KhpB showed broader distribution than did their counterparts in *E. faecalis*, which had a similar sedimentation profile to *S. pneumoniae* KhpA and KhpB (Hör et al. 2020b) (Fig. 5A). By contrast, *E. faecium* KhpA and KhpB appeared more similar to Grad-seq profiles obtained for *C. difficile* KhpA and KhpB (Lamm-Schmidt et al. 2021). All these profiles, despite their distinctions, are compatible with the expectation that KhpA and KhpB form RNA–protein complexes.

Comparative analysis of *khpB* genes across Gram-positive bacteria (*C. difficile, S. pneumoniae*, and *B. subtilis*) suggested a potential conservation of protein function (Fig. 5B). The *khpB* gene lies in close proximity to *yidC* (called *spoIIIJ* in *B. subtilis*), which encodes a protein translocase; *rnpA*, which encodes the RNA component of RNase P; and *mnmE*, which encodes a tRNA modifying GTPase. 

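In E. faecalis V583, khpB was annotated as EF_RS15765, with the product name protein jag, at positions 3215255 to 3216031 on the minus strand of the chromosome. The gene before it in the direction of transcription was yidC (EF_RS15770, 3216046 to 3216873), which ended 14 bases before khpB began. Before yidC lay rnpA (EF_RS15775, 3216873 to 3217229), annotated as the protein component of ribonuclease P, 841 bases from khpB with 1 gene between them. On the other side, khpB was followed by genes for a response regulator (EF_RS15760) and, on the opposite strand, a regulator of the GntR family (EF_RS15755). The mnmE gene (EF_RS15685, 3194194 to 3195591, minus strand) lay 19663 bases away, with 15 annotated genes and 1 annotated sRNA between it and khpB. In E. faecium AUS0004, khpB (EFAU004_RS14425, 2952573 to 2953331, minus strand) also had yidC (EFAU004_RS14430) as its neighbour, at a distance of 17 bases, and rnpA (EFAU004_RS14435) at 832 bases. There, mnmE (EFAU004_RS14415, 2950326 to 2951723, minus strand) lay 849 bases from khpB, separated by a gene for a hypothetical protein (EFAU004_RS14420) on the opposite strand and by 2 annotated sRNAs. All 4 genes were on the same strand in both species. A further CDS with the product name of YidC lay elsewhere on each chromosome (EF_RS11425 and EFAU004_RS09730), and in E. faecium a further CDS of 120 bases with the product name of rnpA was annotated at 2317271 to 2317390 (EFAU004_RS15635). From the comparison of the khpB locus across Gram-positive bacteria (Fig. 5B), the paper proposes a potential conservation of the protein's function.

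**Figure D4:**
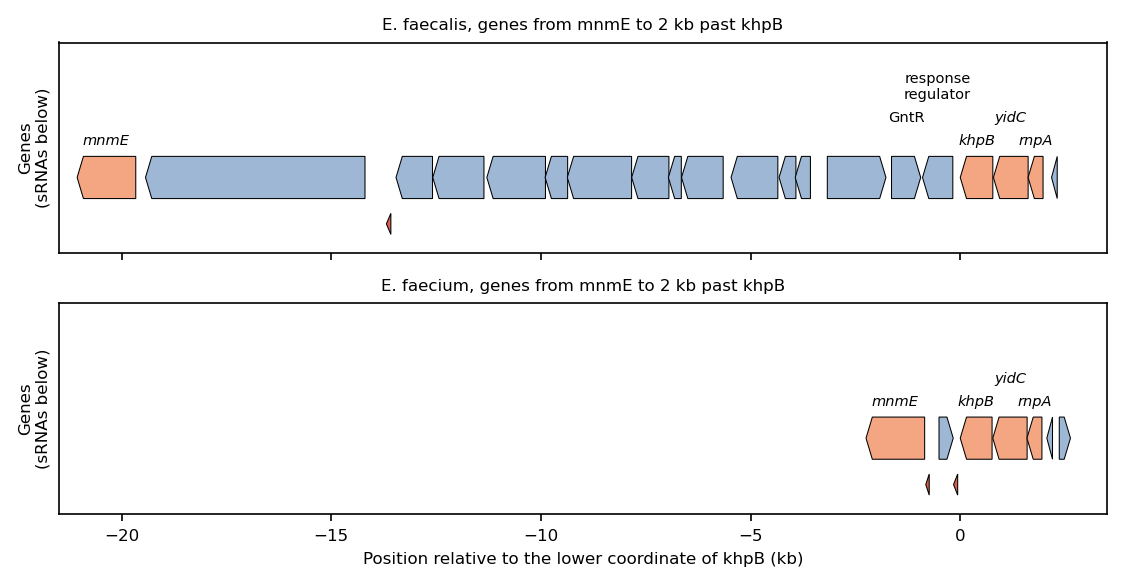
Annotated genes from mnmE to 2 kb past khpB in both species, drawn on 1 scale (kb from the lower coordinate of khpB), with khpB, yidC, rnpA and mnmE in orange, other genes in blue and sRNAs in red below the line. Arrows give the strand, and mnmE lies 19663 bases from khpB in E. faecalis and 849 bases in E. faecium.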

One characteristic feature of KhpB proteins is their shared domain architecture showing conserved Jag-N, KH and R3H RNA-binding domains (Olejniczak et al. 2021) (Figure S4A, Supporting Information). KhpA proteins, on the other hand, only carry the conserved KH domain. A phylogenetic analysis based on sequence similarity resulted in distinct leaves for KhpA and KhpB, consistent with their overall differences in terms of size and domains (Figure S4B, Supporting Information). It has been noted before that the linker region between the N-terminal Jag-N and KH-R3H domains is usually unstructured and varies in length between species (Olejniczak et al. 2021) (Fig. 5C). 

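By the deposited annotation, the coding length of khpB was 777 bases in E. faecalis and 759 bases in E. faecium, which gives proteins of 258 and 252 aa. Each annotation held a single CDS with the product name KH domain-containing protein, taken here as khpA. This CDS was EF_RS08145 in E. faecalis (1643089 to 1643334, minus strand) and EFAU004_RS09390 in E. faecium (1897482 to 1897733, minus strand). Its coding length was 246 and 252 bases, for proteins of 81 and 83 aa. The paper's lengths for the E. faecalis proteins in Table S1 are 258 aa for KhpB and 78 aa for KhpA.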

Notably, in enterococci and *S. pneumoniae* this linker region harbors a coiled-coil domain that could potentially play a structural role in diversifying the RNA targetome compared to *Clostridium*.

### A glimpse at the potential cellular RNA targets of KhpB

Based on the interesting sedimentation profile (Fig. 5A) and genetic locus (Fig. 5B), the high sequence conservation (Figures S4B and C, Supporting Information) and unique linker region (Fig. 5C) of KhpB, we sought to obtain a preliminary view of the cellular interactome of this putative RBP. Of the two species in question, we selected *E. faecalis* for further analysis. In order to generate KhpB-specific antisera, we produced the KhpB protein with a C-terminal 3C-cleavage site and a His-tag by heterologous expression in *E. coli*. This recombinant KhpB protein was purified via immobilized nickel affinity chromatography, tag cleavage, and anion exchange chromatography (Fig. 6A; Figures S4C and D, Supporting Information) and was used to raise two polyclonal antisera in rabbit that specifically detected KhpB by western blot (Fig. 6B). Of note, raising a KhpB-specific antibody for immunoprecipitaion circumvents exogenous expression of an epitope-tagged KhpB protein construct, as previously done for *S. pneumoniae* or *C. difficile* (Lamm-Schmidt et al. 2021, Zheng et al. 2017), and allows the capture of native KhpB at physiological concentration.

**Figure 6.**
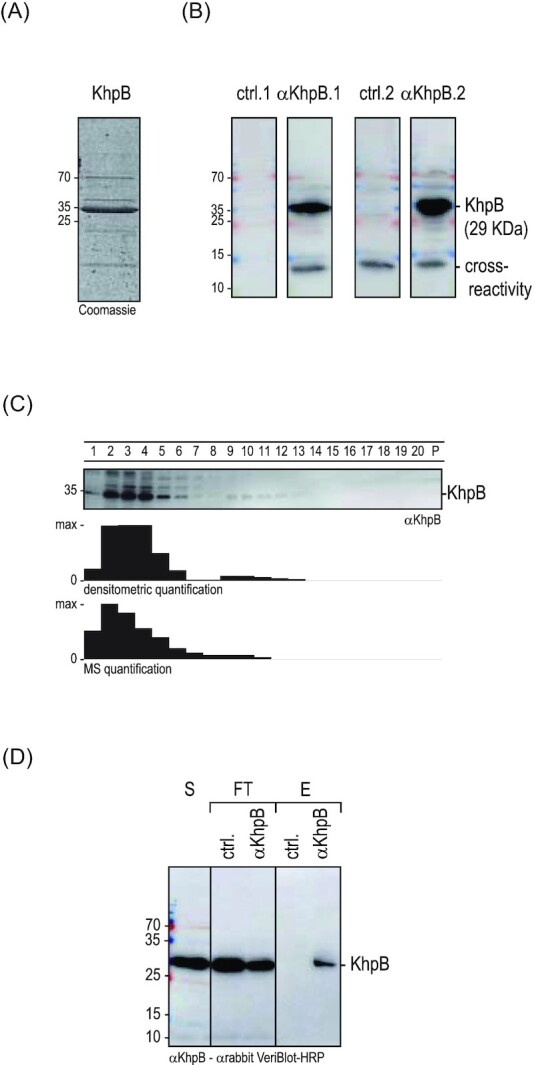
Antibody generation and immunoprecipitation of *E. faecalis* KhpB. **(A)** SDS-PAGE of purified KhpB protein stained by Coomassie. **(B)** Western blot of an *E. faeacalis* lysate probed with the two preimmune sera (ctrl.; left) and the two KhpB antisera (right). **(C)** (Top) The sedimentation profile of KhpB detected by western blot analysis. (Middle) Densitometric quantification of the western blot. (Bottom) MS-quantification of the Grad-seq data. **(D)** KhpB was immunoprecipitated from *E. faecalis* lysate, eluted by organic phase extraction and detected by western blot analysis. S, supernatant; FT, flow-through; E, eluate; ctrl., preimmune serum; and αKhpB, KhpB antiserum.

With the α-KhpB sera in hand, we first validated the Grad-seq based sedimentation profile of KhpB by immunoblotting (Fig. 6C). A western blot analysis confirmed the predicted enrichment in LMW fractions 2–6 and a faint signal in HMW fractions 9–11. Next, we performed RNA immunoprecipitation followed by RNA-seq (RIP-seq) using *E. faecalis* cellular lysates obtained at late exponential phase (OD_600_ = 2). The experiment was performed twice using one of the two independent α-KhpB antisera per IP. Preimmune sera were used as a negative control (ctrl., Fig. 6D; Table S5, Supporting Information). With the threshold that we applied (log_2_ fold-change >2), determined by deseq2; *P*-value < 0.05 (Wald test)), we recovered cDNA reads for 54 RNAs, showing a nearly even distribution across coding, noncoding, and UTRs. A quantitative distribution based on RNA ligand abundance indicates relative enrichment of tRNAs, sRNAs, and 3'UTRs, with tRNAs being most enriched. (Fig. 7). KhpB binding seems specific to certain tRNAs; others, despite being encoded in the same genomic locus, showed no enrichment in the IP fraction (Fig. 8).

**Figure 7.**
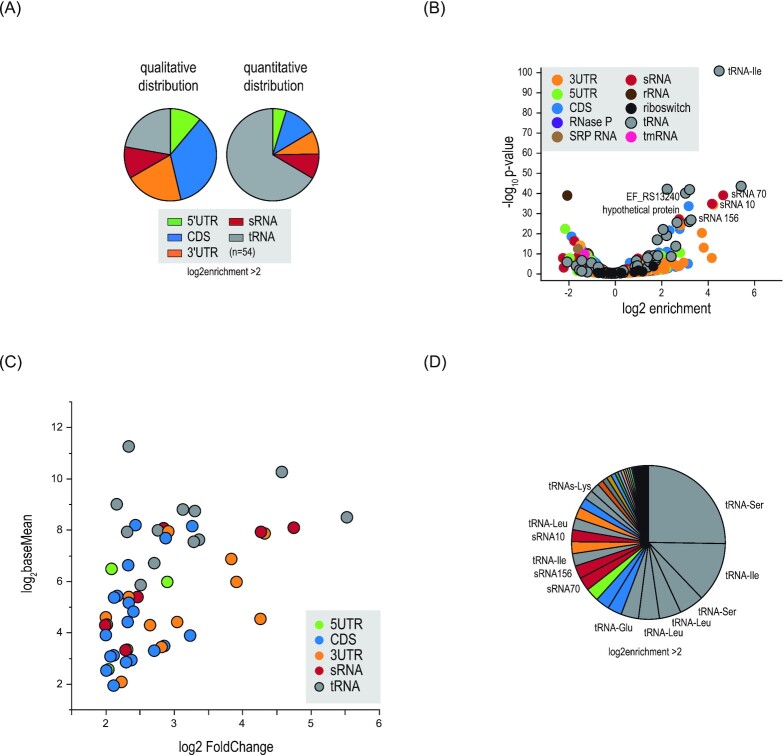
KhpB targets tRNA, sRNAs, and 3'UTRs. **(A)** Qualitative (left, based on different transcript types) and quantitative (right, based on RNA ligand abundance) distribution of RNAs found enriched in the KhpB immunoprecipitate (log2FC>2). **(B)** Volcano plot of RNAs associated with KhpB, classified by categories. **(C)** and **(D)** Top enriched RNA candidates were tRNAs, sRNA070, sRNA156, and a number of 3'UTR regions. Reads from two experiments using two independently generated antisera against KhpB were merged by geometrical averaging and the *P*-values were calculated by the Wald test in deseq2.

**Figure 8.**
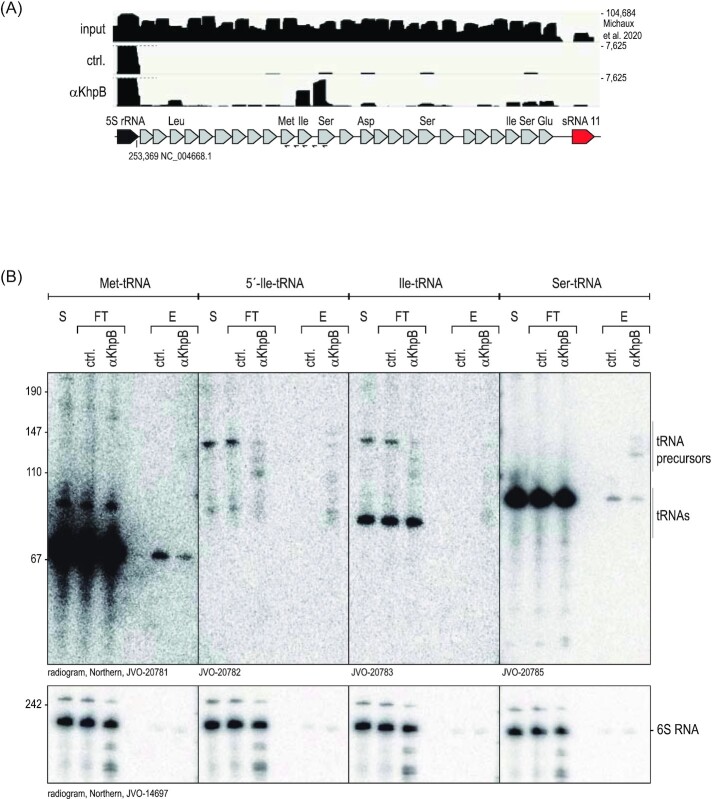
KhpB tRNA target validation. (Top) Read coverage plots of a genomic tRNA locus from *E. faecalis* RNA-seq data (Michaux et al. 2020), the preimmune serum control (ctrl.), and the KhpB antiserum (αKhpB) pull-down. (Bottom) Northern blot analysis of the immunoprecipitation experiment probed for the indicated tRNAs. S, supernatant; FT, flow-through; E, eluate; and JVO, name of the oligoprobes (Table S3, Supporting Information).

The limited target suite observed here is in stark contrast to RIP-seq results for KhpB in *C. difficile*, where the IP enriched thousands of different transcripts, including many sRNAs (Lamm-Schmidt et al. 2021). Seeking to validate our RIP-seq data, we probed Northern blots of the KhpB immunoprecipitates for tRNA^Ile^ and tRNA^Ser^ and included tRNA^Met^ as a negative control that was not recovered in RIP-seq. tRNA^Met^ was detected in precipitates using both the control and αKhpB immune serum, indicating a nonspecific interaction. tRNA^Ile^, however, was only detected upon precipitation with the α-KhpB immune serum (Fig. 8). Although the signals in the eluate fractions were generally weak, we did detect bands that correspond to the mature tRNA and to tRNA precursors using probes binding either the 5'UTR of tRNA^Ile^ or within tRNA^Ile^. Similar results were obtained for tRNA^Ser^. Importantly, the read coverage of the tRNA transcripts recovered by RIP-seq extended past the mature 5'end into regions that are known to be processed by RNase P (Klemm et al. 2016), hinting at a potential role of KhpB in tRNA processing. Intriguingly, this would be in line with the genomic location of the *khpB* gene proximal to the genes of the RNase P protein component (*rnpA*) and a tRNA modifying GTPase (*mnmE*) (Fig. 5B).

Our RIP-seq data also predicted KhpB to interact with sRNAs and UTRs (Fig. 7). To validate the interaction between KhpB and the three most enriched sRNAs, northern blots were probed for sRNA070; sRNA010, a putative lysin riboswitch-derived sRNA; and sRNA156, which shares sequence homology with the RNA of a type I toxin–antitoxin module (Fig. 9A–C). For all three, a signal was detected in the RNA extracted after elution with the α-KhpB antisera whereas no signal was detected in the control elution. Interestingly, sRNA156 was the only full-sized sRNA detected; the bands observed for sRNA070 and sRNA010 were shorter compared to the respective sRNA annotation (Michaux et al. 2020) and the signals in the supernatant and flow-through. This observation is another hint at a possible role of KhpB in RNA processing, as is their in-gradient distribution according to the high-throughput Grad-seq data (Fig. 9D). Similarly to KhpB, these sRNAs all occur primarily in fractions 1–5.

**Figure 9.**
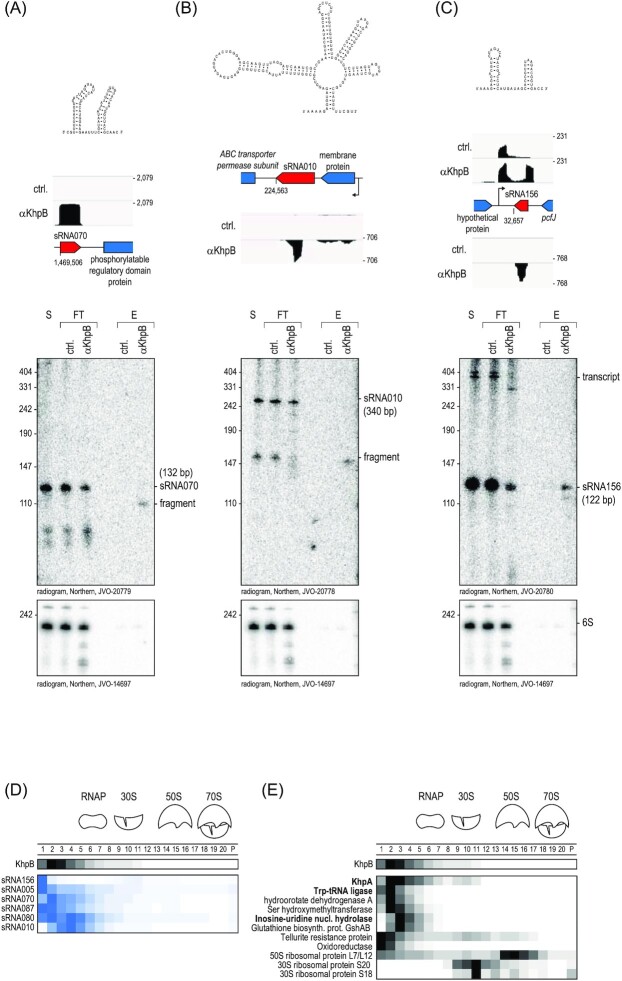
KhpB sRNA target validation. **(A)–(C)** (Top) Secondary structure predictions of sRNA070 using M-fold (Zuker 2003) (A); sRNA010 using Rfam (Griffiths-Jones et al. 2003) (B); and sRNA156 based on a match in RNA-central (RNAcentral 2017) with an antitoxin sRNA present in the pTEF2 plasmid of *E. faecalis* (C). (Below) Read coverage plots and northern blot validation of these sRNAs highly enriched in the KhpB interactome. S, supernatant; FT, flow-through; and E, eluate. **(D)** Comparison between the sedimentation profile of KhpB and the sedimentation profile of some of the most enriched sRNAs of the interactome. **(E)** Sedimentation profiles of proteins that coimmunoprecipitated with KhpB.

To obtain a first glimpse at potential protein interactors, we also analyzed the KhpB immunoprecipiates by MS (Table S6, Supporting Information). Based on this protein interactome list, we reinspected the Grad-seq sedimentation profiles of the KhpB interactors (Fig. 9E). KhpB coprecipitated and cosedimented with KhpA, indicating that KhpA and KhpB form a complex, as suggested previously in *S. pneumoniae* and *C. difficile* (Lamm-Schmidt et al. 2021, Zheng et al. 2017). Interestingly, tryptophan–tRNA ligase and inosine–uridine nucleoside hydrolase, both enzymes known to act on tRNA, showed similar sedimentation profiles as well.

Altogether, the predicted RNA-targetome of KhpB tentatively suggests interactions with sRNAs, UTRs, and tRNA. A potential functional role for KhpB, e.g. in the processing of these RNAs, and its mode of action will require further investigation.

### A user friendly Gradient browser

We have facilitated access to the enterococcal Grad-seq data via an interactive online browser (Fig. 10). The browser allows the user to search RNA and protein sedimentation profiles for either *E. faecalis* or *E. faecium* (https://resources.helmholtz-hiri.de/gradseqef/) and to manually dissect the profiles for positions and tailing. In addition, candidates belonging to a similar cluster of sedimentation profiles can be displayed automatically. A comparison is possible by adding items to a list, and visualization is provided via bars, plots, and heatmaps. The user can, therefore, compare protein and RNA sedimentation profiles in order to identify correlated sedimentation and obtain an indication of stable complexes.

**Figure 10.**
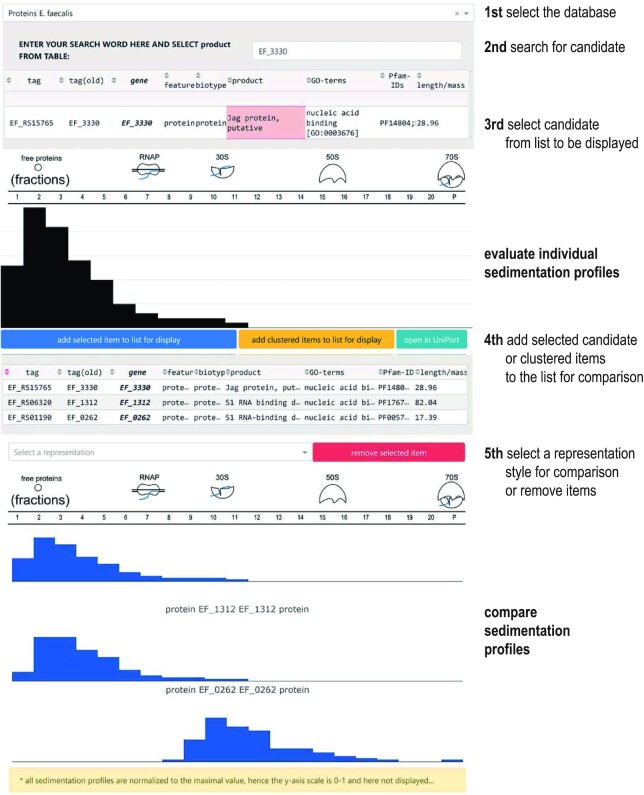
Genome browser. Screen capture illustrated the sedimentation profile browser for *E. faecalis* with a selection of RBPs. In the browser, both datasets of *E. faecalis* and *E. faecium* can be accessed and used as follows: (1) selection of the database of interest (*E. faecalis* or *E. faecium)*. (2) Search for the protein or transcript of interest by name. (3) Select the candidate of interest. (4) Display of individual sedimentation profiles. (4) Add candidates to the list for further comparison. (5) Select the style of visualization for comparison. (6) Compare sedimentation profiles.

## Discussion

Grad-seq is a powerful method to study native RNA–protein complexes. Here, we have used this approach to provide a global resource for the identification of stable RNA and protein complexes in the human pathogens *E. faecalis* and *E. faecium*.

Several sRNAs of *E. faecalis* and *E. faecium* have previously been implicated in stress responses and virulence phenotypes (Fouquier d'Hérouel et al. 2011, Innocenti et al. 2015, Michaux et al. 2014, Shioya et al. 2011, Sinel et al. 2017), suggesting their importance in post-transcriptional gene regulation in these two bacterial species. Recently, we systematically annotated sRNAs in *E. faecalis* and *E. faecium* based on dRNA-seq data (Michaux et al. 2020), but this approach works less well for the discovery of UTR-derived and processed sRNAs that lack primary transcript ends. Therefore, UTR-derived sRNAs might have been missed in our previous annotation. 

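The annotation held 150 sRNAs of ANNOgesic in E. faecalis and 128 in E. faecium, with median lengths of 103.5 and 98.5 bases and ranges of 43 to 433 and 68 to 417 bases. At least 1 base was shared with a UTR on the same strand by 53 (35.3%) of the sRNAs in E. faecalis and 46 (35.9%) in E. faecium. Most of these overlapped a 5'UTR (52 and 42 sRNAs), and 4 and 7 sRNAs overlapped a 3'UTR. The whole sRNA lay inside a UTR for 47 sRNAs in E. faecalis and 33 in E. faecium. Bases of a CDS on the same strand were shared by 16 (10.7%) and 5 (3.91%) of the sRNAs. Antisense overlap with a CDS was annotated for 19 (12.7%) of the sRNAs in E. faecalis and 28 (21.9%) in E. faecium, and for 3 and 7 of them it covered at least 50% of the sRNA. No base was shared on either strand with any feature other than another sRNA for 68 (45.3%) and 59 (46.1%) of the sRNAs. In E. faecalis, 6 sRNAs overlapped 6 of the 8 annotated riboswitches, and sRNA054, sRNA094 and sRNA084 contained the whole of tmRNA (367 bases), the RNA of the signal recognition particle (85 bases) and 6S RNA (194 bases). None of the sRNAs in E. faecium overlapped an annotated riboswitch or 1 of these RNAs.

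**Figure D5:**
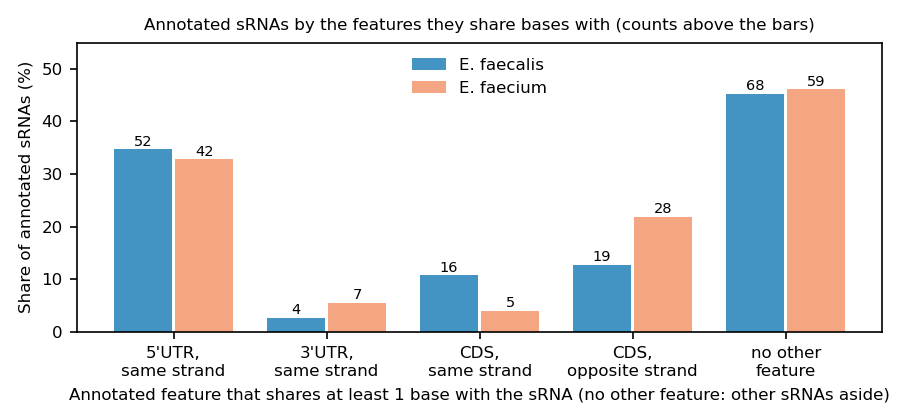
Share of the annotated sRNAs (%) of each species that share at least 1 base with a 5'UTR, a 3'UTR or a CDS, with counts above the bars; an sRNA may stand in several groups. The last group holds the 68 and 59 sRNAs that share no base with any feature other than an sRNA.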

Using our Grad-seq dataset, we were able to reassign UTRs that showed atypical sedimentation profiles as noncoding RNAs, leading to the identification of multiple additional enterococcal sRNA candidates that are generated from mRNA 5' or 3'UTRs. We are still at the beginning of understanding to what extent mRNA-derived sRNAs differ in regulatory scope and function from canonical sRNAs. Nevertheless, several such UTR-derived sRNAs have been characterized in other species, often revealing unexpected, conserved functions in diverse cellular processes (Adams and Storz 2020, Ponath et al. 2022). Identification of the cellular targets of the UTR-derived sRNAs that we predict based on our Grad-seq data will be the next step for future studies using methods of the bacterial sRNA tool kit (Hör et al. 2018, Jagodnik et al. 2017).

Interestingly, while sRNAs are enriched in the LMW fractions, they also show a broader distribution in HMW fractions (Gerovac et al. 2020). This implies that they exist both in a free form and in larger complexes, indicating that *Enterococcus* sRNAs, like the sRNAs in other bacterial species, interact with other RNAs or with proteins. Like most Gram-positive bacteria, neither *E. faecalis* nor *E. faecium* encode any of the well-known sRNA chaperones such as Hfq and ProQ. Regarding putative new sRNA-related proteins, our Grad-seq revealed similar sedimentation between KhpA, KhpB, and many sRNAs. In addition, both proteins were previously shown to interact with sRNAs in *S. pneumoniae* and *C. difficile* (Lamm-Schmidt et al. 2021, Zheng et al. 2017). Indeed, our preliminary RIP-seq data predict *E. faecalis* KhpB to interact with tRNAs, sRNAs, and 3'UTRs. While sRNAs are common interaction partners of KhpB in all bacterial species studied so far, *C. difficile* KhpB was not seen to interact with 3'UTRs. This may be because *C. difficile* possesses Hfq and ProQ, both known to bind to the 5' and 3' ends of mRNAs. *Streptococcus pneumoniae* does not encode Hfq, and the KhpB interactome featured UTRs, like the *Enterococcus* KhpB interactome. This might imply that in bacterial species that lack Hfq and ProQ, UTRs are targeted by KhpB.

Our data also suggest that KhpB might have a role in tRNA and sRNA processing, but future work is required to establish such a function. Curiously, both tRNA^Tyr^ and tRNA^Pro^ were also found to be RNA ligands of KhpB in *S. pneumoniae* (Zheng et al. 2017), but tRNAs do not interact with KhpB in *C. difficile*, despite the much broader interactome of *C. difficile* KhpB (Lamm-Schmidt et al. 2021). At any rate, our RIP-seq data are encouraging and could in future studies be followed up using more stringent RNA–protein interactome methods, foremost those that include UV cross-linking (Holmqvist et al. 2016, Tree et al. 2014) to detect transient or weak interactions between an RBP and its RNA targets. One major advantage of these methods is that they enable homing in on the transcript region recognized by the RBP of interest; this extra positional information will be important to validate the putative role of KhpB in guiding RNA processing of noncoding transcripts. Other open questions remain: for instance, we show that KhpB interacts with KhpA, as previously reported (Winther et al. 2019, Zheng et al. 2017), but whether both proteins interact with RNA cooperatively will need to be further examined. Whether or not KhpB is in fact involved in sRNA pairing with target mRNAs is still unknown as well. Further analysis will be required to dissect the functional role and mode of action of KhpB in enterococci.

Overall, we believe that our Grad-seq data provides a powerful resource and ample starting points to identify RNA–protein complexes of *E. faecalis* and *E. faecium*. We are confident that this data will aid in the investigation of post-transcriptional regulation in these opportunistic pathogens, an area of molecular microbiology, that is still in its infancy. Of note, we recently expanded the molecular toolkit for the global identification of RNA–protein interactions by developing SEC-seq, a method that couples size exclusion chromatography with RNA-sequencing and mass-spectrometry (Chihara et al. 2022). It is based on a similar concept as Grad-seq, but shows improved resolution in the LMW range, a size range, that is particularly relevant for the analysis of regulatory RNA–protein complexes in bacteria. Therefore, it would be interesting in the future to build on our Grad-seq data for *E. faecalis* and *E. faecium* by performing SEC-seq on these species.

## Supplementary Material

uqac027_Supplemental_Files

## Data Availability

MS data are accessible at the ProteomeXchange consortium (Deutsch et al. 2017) via the PRIDE partner repository (Perez-Riverol et al. 2015) with the data set identifier PXD031577. Processed data obtained after MaxQuant and sequencing analysis are listed in Table S1 (Supporting Information) for both species. Grad-seq and KhpB RIP-seq RNA-sequencing raw FASTQ and analyzed WIG and TDF coverage files are accessible at Gene Expression Omnibus (GEO) (Edgar et al. 2002) with the accession number GSE196534. The code for the Grad-seq browser is deposited at Zenodo (https://zenodo.org/record/3955585). The Grad-seq browser is online, accessible at https://resources.helmholtz-hiri.de/gradseqef/. READemption 0.4.5 is deposited at Zenodo 1134354 (https://zenodo.org/record/1134354).

How the deposited data were processed for this re-analysis (not part of the article)

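The study sequenced RNA from the gradient fractions and pellets of E. faecalis V583 and E. faecium AUS0004 (21 libraries each, 1 per fraction) and RNA precipitated from E. faecalis with preimmune or anti-KhpB serum (2 libraries each). The processed files examined here were 2 annotation files, 1 per species, which the authors deposited after joining the NCBI annotation of each strain with 5'UTRs, 3'UTRs and sRNAs from ANNOgesic. Their values are the start and end of each feature in bases, counted from 1. These files hold no read counts, coverage or other signal. No such values were used here, so no library was compared with another, no depth is known, and sedimentation and enrichment were not measured again from reads. By the paper's methods, the authors mapped and counted the reads and tested enrichment in READemption with DESeq2.

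Features were counted by class, species and replicon. The bases shared by annotated sRNAs with UTRs, CDSs, riboswitches, rRNAs and other RNAs were computed separately for the same and the opposite strand, and an overlap of at least 1 base was counted. Distances between genes are the bases between their nearest ends. Protein lengths are coding lengths in codons without the stop codon. A cluster of tRNA genes is a run of genes with at most 200 bases between neighbours, and clusters of at least 5 genes were compared with the other tRNA genes. The rows of Tables S4 and S5 of the paper were joined to the annotation by gene and by coordinates. The relative positions and fold changes in those tables are the authors' values, with the fold changes on a log2 scale, and were not computed again. A UTR of Table S4 was taken as the annotated UTR that shares its end base with the CDS, which was found for 1243 of 1381 rows. Where several entries shared this base, the longest gave the length and an overlap of any of them was counted. Which entry the paper's position belongs to is then not known. Counts were compared with Fisher's exact test, two-sided, at a threshold of 0.05. Identical copies of a tRNA gene are not independent in these tests.

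The genes named in the text follow a rule fixed before the annotation was examined. They are the genes, sRNAs and tRNAs that the paper's text or figure labels name, the 2 annotated genes on either side of khpB, khpA, khpB, yidC, rnpA and mnmE, the housekeeping RNAs, the probe targets of Table S3, a fixed list of RNA-binding proteins, the sigma factors rpoD, rpoN, sigV and comX, and the UTRs of Table S4 past its threshold. The paper's Tables S1, S3, S4, S5 and S6 had been read when the rule was written. Genes were found by the product name in the annotation. Neighbours of the sRNAs and the sRNAs that contain other RNAs were named after their places had been seen.

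The overlap and distance computations were tested on 2000 simulated pairs of features against a base-by-base count, with 0 differences. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. A genome sequence was not used here, so the alignment of Fig. 2E, the possible small ORFs, the probe and primer sequences and the identity of the Khp proteins between species were left out.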

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

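The tests on 16S rRNA genes, clusters of tRNA genes and sRNAs inside UTRs of Table S4 were chosen after the values had been seen. The test of long-arm tRNA genes and the alternatives for Tables S4 and S5 were set after those tables had been read. The others were set before the data were examined. Counts of annotated features changed by less than a factor of 1.5 in all 40 comparisons when duplicate features were counted once or the chromosome was taken alone. No annotated feature occurred more than once, so counting duplicates once could not alter any count. Classes without features on plasmids could not change when the chromosome was taken alone. A change below a factor of 1.5 was also found for sRNAs that share bases with a UTR (4 of 4 comparisons). It was found as well for the loci of Table S5 (48, or 51 when at least 50% of the shorter feature had to be shared) and for the UTRs of Table S4 (16, or 18 and 21 at looser thresholds). The sRNAs antisense to a CDS fell from 19 to 3 in E. faecalis and from 28 to 7 in E. faecium when the overlap had to cover at least 50% of the sRNA. This follows from the stricter requirement.

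The distance from khpB depends on how it is measured. Between start codons it was 842 bases to yidC, 1198 to rnpA and 20440 to mnmE in E. faecalis, and 836, 1189 and 1608 bases in E. faecium. The number of annotated genes between was 0 for yidC and 1 for rnpA in both species, and for mnmE it was 15 in E. faecalis and 1 in E. faecium.

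Long-arm tRNA genes (tRNA-Leu, tRNA-Ser and tRNA-Tyr) in Table S5 had an odds ratio of 4.2 (p = 0.046, Fisher's exact test). It was 3.65 (p = 0.11) with genes of at least 80 bases as the long class and 6.5 (p = 0.2) with 1 entry per amino acid, by the same exact test. The 80-base limit adds 1 gene outside Table S5 to the class, and the count per amino acid compares 20 entries in place of 67 genes. The results of the tests chosen afterwards stayed on the same side of the threshold under each alternative tried for them. These alternatives changed little: all windows before 16S rRNA genes held the same 2 sRNAs, and the clustered tRNA genes went from 45 to 47. The overlap test on Table S4 was not repeated at the looser thresholds.

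No paired analysis was possible because no count or other value per library was used here. Without a genome sequence, the alternatives on small ORFs, on mismatches of probes and primers, on the identity of KhpA and KhpB and on another annotation for their lengths were not run.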

Differences from the paper's values

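The numbers of annotated CDSs, tRNAs, ncRNAs, 3'UTRs and 5'UTRs were set beside the paper's numbers of recovered or detected RNAs in both species. They were equal in 10 of 10 comparisons. No reads were used, so this equality does not show how many of the annotated RNAs were detected in the gradients. The paper's 151 sRNAs in E. faecalis and 129 in E. faecium were compared with all annotated ncRNAs. These were 150 and 128 sRNAs of ANNOgesic and 1 other ncRNA in each species. No value differed from the paper's by more than a factor of 1.5.

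At the paper's threshold of 5 units, 16 UTRs of E. faecalis in Table S4 differed from their CDS in relative position, and the paper's count is 18. The alternative thresholds were set after Table S4 had been read. A difference of at least 4.5 gives 18, and a difference above 4 gives 21. Table S4 gives the positions with 2 decimals. Whether the 1381 rows read here are all the rows behind the paper's count is not known. The paper's count for E. faecium was not checked.

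The paper's text places khpB close to mnmE, and the legend of Fig. 5 also counts this gene to the locus, while Fig. 5B draws no mnmE at the E. faecalis locus. From RIP-seq in E. faecalis, the paper proposes a potential role of KhpB in tRNA processing. It sets the nearness of khpB to rnpA and mnmE beside this proposal. In the annotation of E. faecium, 849 bases separated khpB and mnmE, but in E. faecalis the distance was 19663 bases, with 15 annotated genes between. The distances to yidC (14 and 17 bases in E. faecalis and E. faecium) and rnpA (841 and 832 bases) were short in both species. Where it describes the khpB locus, the paper's text has rnpA encode the RNA component of RNase P. Its later text on tRNA targets, the legend of Fig. 5 and the annotation name rnpA as the protein component. The RNA component was annotated elsewhere, at 1121959 to 1122327 in E. faecalis and at 1015014 to 1015381 in E. faecium.

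KhpA had 81 aa by the coding length in the E. faecalis annotation, and the paper's length in Table S1 is 78 aa. For KhpB, both are 258 aa.

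The paper states that the protein annotation of E. faecium lacks many of the sigma factors described in E. faecalis. By product name, the deposited annotations held 9 sigma factor genes in E. faecalis and 8 in E. faecium, and both included rpoD and rpoN. Of these genes, 7 in E. faecalis and 6 in E. faecium had only a general sigma factor name. The genes were not matched between the species, so the counts do not show that they are the same factors. The search by product name found neither sigV nor comX in either species. UniProt, which the paper cites for a sigma factor in the same paragraph, was not used here.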

Other observations

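Of the tests below, only that of long-arm tRNA genes was set before the annotation was examined, after Table S5 had been read. All others were chosen after the values had been seen. None of the tests, that of long-arm tRNA genes included, is independent of the lists that prompted it.

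The 2 sRNAs of Fig. 2E that lie just before a 16S rRNA gene, sRNA050 and sRNA120, were the only ones among the 150 sRNAs of E. faecalis found within 300 bases before 1 of the 4 annotated 16S rRNA genes on its strand. That is 2 of the 9 sRNAs aligned in Fig. 2E and 0 of the other 141 (p = 0.0032, Fisher's exact test, two-sided), and the counts were the same within 100 and within 1000 bases. In E. faecium, 1 sRNA (sRNA111) lay 241 bases before a 16S rRNA gene. A candidate explanation for the sedimentation of sRNA050 and sRNA120 with the 30S subunit is that their reads come from the leader of rRNA precursors bound to immature subunits. The count above restates the positions that prompted this idea and does not test it, for which coverage across the leader would be needed. It leaves 7 of the 9 sRNAs unexplained, and no biological explanation was tested.

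All 16 UTRs past the threshold in Table S4 had a lower relative position than their CDS by the paper's values, while over all 1381 rows this was so for 575 (41.6%). Of the 16, 14 were 5'UTRs and 2 were 3'UTRs, with annotated lengths of 69 to 292 bases (the longest entry where several met the CDS). The 5'UTR of EF_3018 had 69 bases (2897753 to 2897821), that of EF_3023 had 202 bases (2905870 to 2906071) and that of EF_0359 had 132 bases (328322 to 328453), and none of these shared bases with an annotated sRNA. In contrast, 9 of the 16 shared bases with an sRNA that the annotation already held, and 3 of these 9 also with a riboswitch. These were 8 distinct sRNAs, since a 3'UTR and a 5'UTR that overlap each other both shared bases with sRNA121. Among the other rows with a UTR of at least 69 bases, 32 of 417 (7.67%) shared bases with an sRNA or riboswitch, against 9 of 16 (56.2%; p = 1.8e-06, Fisher's exact test, two-sided). With overlapping UTRs counted once, it was 8 of 15 (53.3%) against 31 of 411 (7.54%; p = 9.7e-06, Fisher's exact test). Both tests set only a lower limit of 69 bases and do not match the lengths above it. They therefore do not separate the overlap from the length of the UTR. Reads of an annotated sRNA or riboswitch counted within the UTR may account for part of these differences in position, but no reads were examined. The 32 UTRs that share such bases and lie within the threshold show that an overlap does not always go with such a difference. At the looser thresholds, which gave 18 and 21 UTRs, the number that shared bases with an sRNA or riboswitch remained 9. For the remaining 7 of the 16 UTRs, no annotated RNA of this kind was found.

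The 54 RNAs of Table S5 formed 48 loci when features that share a base on the same strand were joined. Among the 6 overlapping pairs, 3 shared only 1 base, where a 3'UTR meets its CDS. The other 3 were an sRNA and the 5'UTR around it. By the paper's values, sRNA070 and its 5'UTR both had a log2 fold change of 4.75 and a mean normalized count of 272. In Table S5, 1 RNA had a log2 fold change at or below 2, while the paper's limit is a value above 2. This was sRNA080, whose value rounds to 2.

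Table S5 holds 12 of the 67 annotated tRNA genes. Of these, 5 (41.7%) were tRNA-Leu or tRNA-Ser genes, which have a long variable arm, as tRNA-Tyr has, and of the 55 other tRNA genes 8 (14.5%) belonged to these classes (odds ratio 4.2, p = 0.046, Fisher's exact test, two-sided). The 5 include EF_RS01250 and EF_RS15550, tRNA-Leu genes of 82 bases in different clusters, with log2 fold changes of 3.30 and 3.13. They may be copies of 1 tRNA, but the test treats them as independent. No alternative counted such likely copies once while keeping the other genes apart. The odds ratio stayed above 1 under both alternatives, but neither passed the threshold. It was 3.65 with genes of at least 80 bases (p = 0.11, Fisher's exact test) and 6.5 with 1 entry per amino acid (p = 0.2, Fisher's exact test), where only 20 entries were compared. All 12 genes lay in the 3 clusters of at least 5 tRNA genes, which held 45 genes. None of the 22 tRNA genes outside these clusters was in Table S5 (p = 0.0061, Fisher's exact test, two-sided). This test counts neighbouring genes of a cluster as independent, which they may not be. The 12 also include EF_RS01245 and EF_RS15555, tRNA-Lys genes of 73 bases in different clusters, with log2 fold changes of 3.37 and 3.29. They too may be copies of 1 tRNA. Within the clusters, 5 of 10 long-arm genes and 7 of 35 other genes were in Table S5 (odds ratio 4, p = 0.1, Fisher's exact test). This odds ratio is close to the 4.2 over all tRNA genes. The genes are too few to tell whether their place in a cluster contributes to the higher share of long-arm genes. The enriched tRNA reads may come from precursors transcribed from clusters. The paper, however, reports other tRNAs of the same locus without enrichment. Table S5 held 8 of 25, 2 of 12 and 2 of 8 genes of the 3 clusters. Reads of identical tRNA genes could not be separated here, and the data do not show which copies were bound.

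No CDS among 3246 in E. faecalis and 3049 in E. faecium had a product name of Hfq, ProQ or CsrA. Under the product names of cold-shock proteins, 6 CDSs were annotated in E. faecalis and 5 in E. faecium. A search by product name does not find proteins annotated as hypothetical.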
